# Transcriptional Responses of Cultured Rat Sympathetic Neurons during BMP-7-Induced Dendritic Growth

**DOI:** 10.1371/journal.pone.0021754

**Published:** 2011-07-13

**Authors:** Michelle M. Garred, Michael M. Wang, Xin Guo, Christina A. Harrington, Pamela J. Lein

## Abstract

**Background:**

Dendrites are the primary site of synapse formation in the vertebrate nervous system; however, relatively little is known about the molecular mechanisms that regulate the initial formation of primary dendrites. Embryonic rat sympathetic neurons cultured under defined conditions extend a single functional axon, but fail to form dendrites. Addition of bone morphogenetic proteins (BMPs) triggers these neurons to extend multiple dendrites without altering axonal growth or cell survival. We used this culture system to examine differential gene expression patterns in naïve vs. BMP-treated sympathetic neurons in order to identify candidate genes involved in regulation of primary dendritogenesis.

**Methodology/Principal Findings:**

To determine the critical transcriptional window during BMP-induced dendritic growth, morphometric analysis of microtubule-associated protein (MAP-2)-immunopositive processes was used to quantify dendritic growth in cultures exposed to the transcription inhibitor actinomycin-D added at varying times after addition of BMP-7. BMP-7-induced dendritic growth was blocked when transcription was inhibited within the first 24 hr after adding exogenous BMP-7. Thus, total RNA was isolated from sympathetic neurons exposed to three different experimental conditions: (1) no BMP-7 treatment; (2) treatment with BMP-7 for 6 hr; and (3) treatment with BMP-7 for 24 hr. Affymetrix oligonucleotide microarrays were used to identify differential gene expression under these three culture conditions. BMP-7 significantly regulated 56 unique genes at 6 hr and 185 unique genes at 24 hr. Bioinformatic analyses implicate both established and novel genes and signaling pathways in primary dendritogenesis.

**Conclusions/Significance:**

This study provides a unique dataset that will be useful in generating testable hypotheses regarding transcriptional control of the initial stages of dendritic growth. Since BMPs selectively promote dendritic growth in central neurons as well, these findings may be generally applicable to dendritic growth in other neuronal cell types.

## Introduction

The shape of the dendritic arbor determines the total synaptic input a neuron can receive [1], [2], [3], and influences the types and distribution of these inputs [4], [5], [6]. Altered patterns of dendritic growth and plasticity are associated with impaired neurobehavioral function in experimental models [7], and are thought to contribute to clinical symptoms observed in both neurodevelopmental disorders [8], [9], [10] and neurodegenerative diseases [11], [12], [13]. Such observations underscore the functional importance of precisely regulating dendritic morphology and suggest that identifying mechanisms that control dendritic growth will not only advance understanding of how neuronal connectivity is regulated during normal development, but may also provide insight on novel therapeutic strategies for diverse neurological diseases.

Dendritic development can be broadly separated into two phases: primary dendrite formation, which includes initiation of dendritic growth and extension of primary dendritic shafts; and dendritic maturation, which encompasses dendrite branching and elongation, spine formation and dendritic retraction [14], [15]. While much research has focused on mechanisms that control dendritic maturation [16], [17], [18], [19], comparatively little is known about mechanisms that regulate primary dendritogenesis [14], [15]. It is generally thought that transcriptional mechanisms are required for the formation of primary dendrites [15], and genetic studies in *Drosophila* [15], [20], [21] have identified a number of transcription factors that are important in this initial phase of dendritic development in this model organism. Less is known, however, about gene expression patterns that control primary dendritogenesis in mammalian neurons [15].

Primary culture of dissociated sympathetic neurons offers a unique opportunity for addressing this gap in knowledge [22]. When cultured in the absence of serum and ganglionic glial cells, sympathetic neurons extend a single functional axon, but fail to form dendrites [23], [24]. However, addition of recombinant bone morphogenetic proteins (BMPs) triggers these neurons to extend multiple dendrites without altering axonal growth or cell survival [25], [26]. The dendritic arbor induced by BMPs in cultured sympathetic neurons is comparable to that of their *in vivo* counterparts with respect to size, accumulation and post-translational modification of dendrite-specific cytoskeletal and membrane proteins, exclusion of axonal proteins, transport of select mRNA, and formation of synaptic contacts of the appropriate polarity [25], [27], [28]. These observations indicate that BMPs selectively induce the execution of a developmental program in sympathetic neurons that controls both the quantitative and qualitative aspects of dendritic growth. Mechanistic studies of BMP-induced dendritic growth in this model system are consistent with the proposed role of transcriptional mechanisms in initial dendrite formation: 1) the canonical BMP signaling pathway involves activation of Smad transcription factors and Smad activation is required for BMP-induced dendritic growth [29]; and 2) pharmacological inhibition of transcription blocks the dendrite promoting activity of BMPs [28]. Therefore, to identify candidate genes involved in regulating primary dendritogenesis, we characterized global gene expression profiles in sympathetic neurons undergoing BMP-induced primary dendritogenesis using microarray analysis.

## Results

### BMP-7 triggers dendritogenesis in cultured sympathetic neurons via transcriptional mechanisms

As previously reported [25], sympathetic neurons cultured in the absence of serum and ganglionic glial cells failed to extend dendrites; however, addition of BMP-7 to these cultures triggered a robust dendritic response (Figure 1). The extension of dendrites was not an immediate response to BMP-7, but rather became apparent at the structural level approximately 24–48 hr after BMP-7 was added to the culture medium (Figure 1A). The observation that less than 5% of neurons extended dendrites in the absence of exogenous BMP-7 while dendrites were elaborated by more than 95% of neurons exposed to BMP-7 demonstrated the high “signal-to-noise” ratio in this experimental model system.

**Figure 1:**
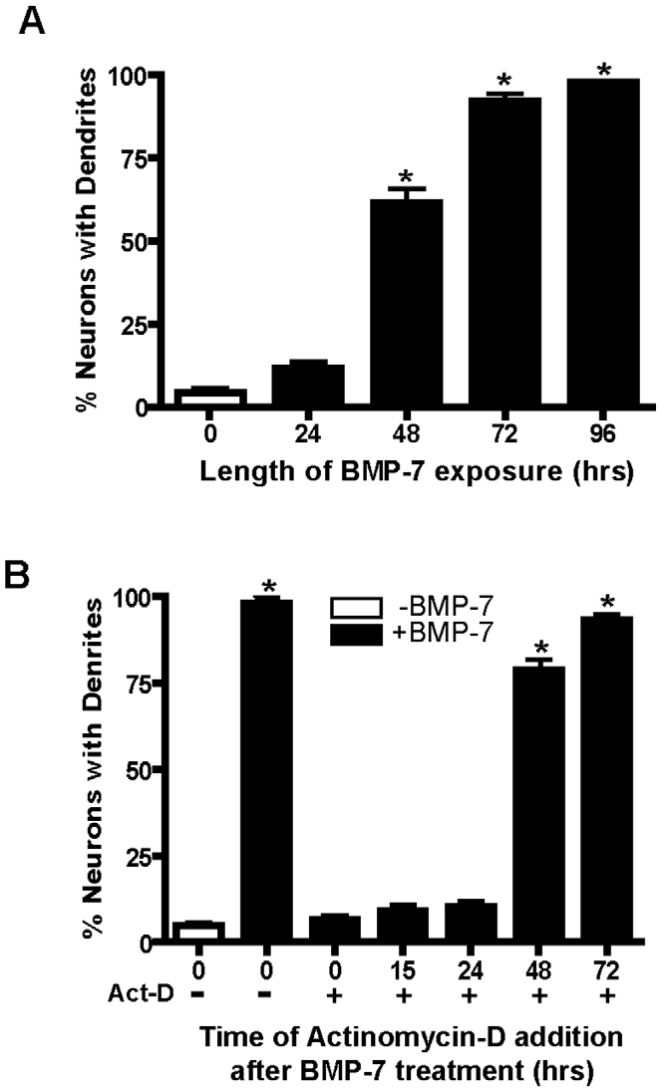
BMP-7-induced dendritic growth in cultured sympathetic neurons requires transcription. Sympathetic neurons dissociated from embryonic rat superior cervical ganglia (SCG) and cultured in defined medium in the absence of serum and non-neuronal cells were treated with BMP-7 (50 ng/ml) added to the medium on day 5 *in vitro*. (A) Cultures were fixed at varying times after BMP-7 addition and immunostained for MAP-2 to visualize dendritic processes. Significant dendritogenesis was evident within 48 hr after BMP-7 addition, and by 96 hr, over 95% of the neurons had responded to the dendrite-promoting activity of BMP-7. (B) Actinomycin-D (100 ng/ml) was added to sympathetic cultures at varying times after addition of BMP-7 (50 ng/ml). Following a 72 hr exposure to BMPs, dendritic growth was quantified in MAP-2 immunoreactive cells. Actinomycin-D inhibited dendritogenesis when added within 24 hr after BMP-7 treatment. BMP-7-induced dendritic growth was not blocked when actinomycin-D was added at 48 or 72 hr after BMP-7 treatment. Data presented as the mean ± S.E. (n = 3). *Significantly different from control (cultures grown in the absence of BMP-7) at *p*<0.001 (One-way ANOVA with *post-hoc* Tukey's analysis).

To determine the critical period when transcriptional changes required for the dendritic response to BMP-7 occurred, transcription was inhibited by adding actinomycin-D to cultures at varying times after BMP-7 addition. When added within the first 24 hr after BMP-7 exposure, actinomycin-D effectively blocked BMP-induced dendritic growth; however, when added at 48 or 72 hr after BMP treatment, actinomycin-D had no significant effect on the dendrite promoting activity of BMP-7 (Figure 1B). Consistent with previous studies [27], the addition of BMP-7 in the absence or presence of actinomycin-D did not influence axonal growth as determined by western blotting of cell lysates from these cultures using antibodies specific for phosphorylated M and H neurofilament subunits, nor did these treatments influence cell survival as determined by propidium iodide uptake (data not shown). Based on these observations, total RNA for microarray analyses was harvested from primary cultures of sympathetic neurons at 6 hr and 24 hr after addition of BMP-7 to identify early and late transcriptional responses to BMP-7.

### Transcriptome analysis of dendritogenesis

Affymetrix Rat Genome U34A oligonucleotide microarrays were used to interrogate transcripts differentially regulated by BMP-7 in sympathetic neurons. Total RNA was collected from cultures derived from the same dissection and grown under identical conditions up until day 5 *in vitro*. At that time, a subset of cultures was exposed to BMP-7, which was added to the medium for varying periods of time resulting in 3 experimental conditions: (1) no BMP-7 treatment; (2) treatment with BMP-7 for 6 hr; and (3) treatment with BMP-7 for 24 hr. This experiment was independently repeated 3 times using cultures derived from 3 independent dissections, resulting in a total of 9 arrays (3 arrays for each of the 3 experimental conditions).

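The 9 arrays hold 3 conditions with 3 replicates each: sympathetic neurons kept in medium alone, neurons given BMP-7 at 50 ng/ml for 6 hr, and neurons given BMP-7 for 24 hr. The neurons came from superior cervical ganglia of rat embryos at day 21 and were grown with nerve growth factor at 100 ng/ml. Replicate 1 of each condition was hybridized in batch 1 with 10 µg of labeled cRNA, and replicates 2 and 3 in batch 2 with 5 µg. The deposited values are log2 expression values that the authors made with RMA in Partek Genomics Suite 6.5, followed by its batch removal function, and the batch means of a probe set differed by at most 6.7e-05. They ran from 2.69 to 14.38. After 59 control probe sets were left out, 8740 probe sets were tested, of which 7023 name 1 gene each and together name 4747 genes. An array has no read depth, and the number of arrays limits the precision. Differences between conditions were tested with limma, with condition and batch as terms, and p-values were adjusted over the 8740 probe sets by the method of Benjamini and Hochberg. The thresholds of the Methods (an unadjusted p under 0.05 and a fold change of at least 1.2) were applied to the same fit. One array stood apart, BMP6h replicate 2, on which 9.99% of the probe sets lay more than 1 log2 unit from the mean of the other 2 arrays of its condition, against 4.21% on BMP6h replicate 3, 3.84% on control replicate 3 and 1.09% or less on the other 6.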

The data set was analyzed by two-way ANOVA to identify a set of genes regulated by BMP-7 (the complete data set is available from the GEO repository, accession number GSE28150). Significant changes (*p*<0.005) across the BMP-7 treatment course were identified, and patterns of gene expression changes over the sample set were visualized using hierarchical clustering (Figure 2, Tables S1 and S2). 

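Of the 60 transcripts of Tables S1 and S2, 8 belong to group 1, which holds Id1, Id2, Id3 and Nog, and all 8 had higher values than control at both 6 hr and 24 hr. Their median log2 fold change was 1.17 at 6 hr and 1.15 at 24 hr. Group 2 holds 18 transcripts, among them Ngfr, Cxcr4, Jag1, Gfra2 and Hpcal1. All 18 were higher at 24 hr, with a median log2 fold change of 0.61, and the median at 6 hr was 0.14. Group 3 holds 31 transcripts, of which 30 were lower at 24 hr, with a median of -0.46 and with Csrp2, a LIM domain protein, and Egln3, an oxygen-sensing prolyl hydroxylase, past the adjusted test. The exception was Dusp1, a phosphatase of MAP kinases, which rose at 6 hr by a log2 fold change of 1.14 (standard error 0.13, adjusted p = 0.0483) and stood at 0.83 at 24 hr. Group 4 holds 3 transcripts, lower at both times with a median of -0.12. At an adjusted p under 0.05, group 1 had 1 transcript higher at 6 hr and 4 at 24 hr, group 2 had 7 higher at 24 hr, group 3 had 2 lower at 24 hr, and group 4 had none. The study chose these transcripts on the same arrays, so the counts are not independent evidence of their direction.

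**Figure D1:**
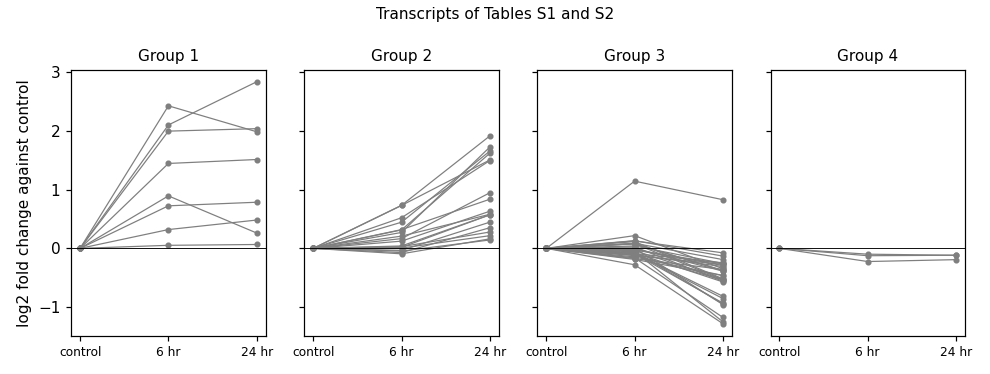
Log2 fold change against control (y axis) at 6 hr and 24 hr for each transcript of the 4 groups, 1 line per transcript. The single line above 1 at 6 hr in group 3 is Dusp1.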

The hierarchical clustering revealed 4 basic gene expression changes: (1) genes upregulated by BMP-7 at 6 hr that remained upregulated at 24 hr; (2) genes upregulated by BMP-7 only at 24 hr; (3) genes downregulated by BMP-7 at 24 hr; and (4) genes downregulated by BMP-7 at 6 hr that remained downregulated at 24 hr. The name and *p*-value of each gene identified in this hierarchical clustering are listed in Tables S1 and S2 for genes up- and down-regulated by BMP-7, respectively.

**Figure 2:**
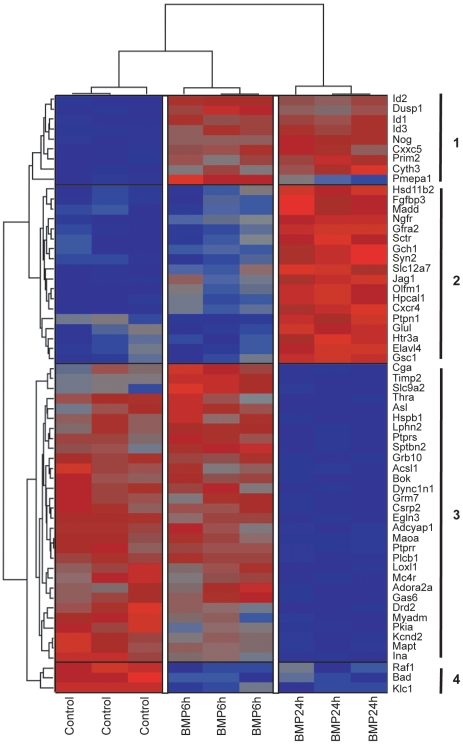
Cluster diagram of transcripts differentially regulated by BMP-7 in cultured sympathetic neurons. The 60 most significantly regulated transcripts (ANOVA, *p*<0.005) were analyzed by Partek Genomics Suite 6.5 to determine hierarchical clustering. Samples (columns) are clustered based on treatment condition whereas transcripts (rows) are clustered based on expression pattern. Relative levels of gene expression are depicted with a color scale in which red represents the highest level of up-regulated expression and blue represents the lowest level of down-regulated expression. Unsupervised clustering identified 4 major groups of genes, identified by the solid lines and numbers on the far right. Group 1 represents genes that are upregulated by 6 hr after BMP-7 treatment and remain upregulated at 24 hr after BMP-7 treatment; Group 2, genes upregulated only at 24 hr post-BMP-7 addition; Group 3, genes that are downregulated by BMP-7 at 24 hr; and Group 4, genes that are downregulated by 6 hr after BMP-7 treatment and remain downregulated at 24 hr after BMP-7 treatment. Additional information for the genes identified in Groups 1 and 2 is provided in Table S1; genes identified in Groups 3 and 4 are described in more detail in Table S2.

An analysis of significant differences between treatment conditions identified a total of 270 genes as significantly changed by BMP-7 treatment (*p*<0.05; 1.2 fold change filter). As illustrated in a Venn diagram (Figure 3), 56 annotated genes were differentially regulated following 6 hr of BMP-7 treatment relative to control; 185 annotated genes were differentially regulated following 24 hr of BMP-7 treatment relative to control; and 156 annotated genes were differentially regulated following 24 hr versus 6 hr of BMP-7 treatment (see Tables S3, S4, S5 for more information on the genes included in these categories). 

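Id2, a transcriptional repressor, rose most at 6 hr among the named genes past the adjusted test, by a log2 fold change of 2.43 (standard error 0.17, adjusted p = 0.00721, higher in 3 of 3 replicates). Id3 and Dusp1 also rose at 6 hr, and the other probe set that rose names no gene here. The count of 4 at 6 hr was 0 in limma without control replicate 1, BMP6h replicate 1 or BMP24h replicate 2, where at least 142 had an unadjusted p under 0.05, and 0 with the two-way analysis of the Methods. At 24 hr, 19 probe sets passed, 17 higher and 2 lower, and they name 13 genes. This count was 0 in limma without control replicate 1 or any 1 of the BMP24h arrays, where at least 188 had an unadjusted p under 0.05, and 0 with the two-way analysis of the Methods. The largest rise was that of Nog, the secreted BMP antagonist noggin, with a log2 fold change of 2.83 (standard error 0.26, adjusted p = 0.0109). Gfra2, a receptor for GDNF family ligands, had 1.72, Hpcal1, a neuronal calcium sensor, 1.66, and Hsd11b2, which inactivates glucocorticoids, 1.62. Csrp2 fell by 1.25 and Egln3 fell by 1.17, both on the log2 scale. No probe set passed between 24 hr and 6 hr in limma, where 259 had an unadjusted p under 0.05 and the lowest adjusted p was 0.114. Other limma fits gave 5 with the replicate number as a block in place of the batch, 6 with no batch term, 7 with an intensity trend, 10 with dim probe sets removed and 198 with array weights, the last chosen after the arrays were seen. In those fits the counts were 4, 9, 10, 9 and 29 at 6 hr and 18, 38, 42, 42 and 280 at 24 hr, in the same order. At the thresholds of the Methods, 108 different named genes differed at 6 hr (55 higher, 53 lower), 222 at 24 hr (105 higher, 117 lower) and 189 between 24 hr and 6 hr (89 higher, 100 lower). Leaving out 1 array moved the count at 6 hr to between 51 (without control replicate 3) and 444 (without BMP6h replicate 3, where 207 differed at 24 hr) and the count at 24 hr to between 138 (without BMP24h replicate 1) and 357 (without BMP6h replicate 2), that between the times to between 109 (without BMP24h replicate 1) and 543 (without BMP6h replicate 3), and the replicate block gave 309 at 6 hr. Unadjusted p-values under 0.05 were held by 151 probe sets at 6 hr and 297 at 24 hr, where 437 are expected by chance.

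**Figure D2:**
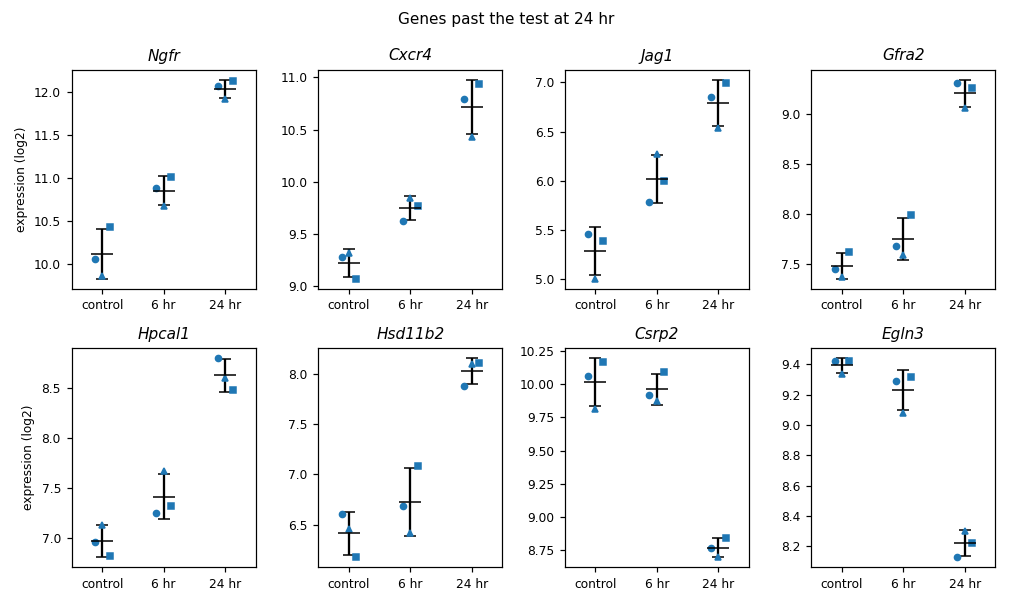
Expression (log2, y axis) of 8 genes past the adjusted test at 24 hr on each array (circle, triangle and square: replicates 1, 2 and 3), with mean and SD (n = 3). The 24 hr arrays lie apart from the control arrays for all 8 genes.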

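The genes that passed the thresholds of the Methods at both times include Id1, Id2, Id3, Nog, Klf10 and Hand1, all higher at both. Of the 108 genes at 6 hr, 43 (39.8%) were also among the 222 at 24 hr: 29 higher in both, 14 lower in both and 0 in opposite directions. Lists that were independent of each other would share 1.22 genes higher in both and 1.31 lower in both. Both lists rest on the same 3 control arrays, and in 100 simulated draws with unchanged groups against the same controls 95.6 genes were shared on average, 28.5% of the simulated 6 hr list, which held 335.1 genes on average. These draws modeled the shared controls only. Within batch 2 the deviations of BMP24h and BMP6h arrays with the same number from their group means correlated by 0.40. The draws left this out, so 28.5% is not a full reference for 39.8%. When single arrays were left out, the share ran from 8.8% (without BMP6h replicate 3) and 24.8% (without BMP6h replicate 1) to 56.9% (without control replicate 3), and it was 49.2% with the two-way analysis of the Methods. The shared genes numbered 94 without control replicate 1 and 95 with the replicate block, where the share was 30.7%. Areg, a ligand of the EGF receptor, was among the genes lower at both times, with log2 fold changes of -0.92 and -1.31 (standard error 0.21 for each).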

More genes are regulated at 24 hr than at 6 hr after BMP-7 addition, with 50% (28 genes) of the genes regulated at 6 hr also found in the regulated gene set at 24 hr.

**Figure 3:**
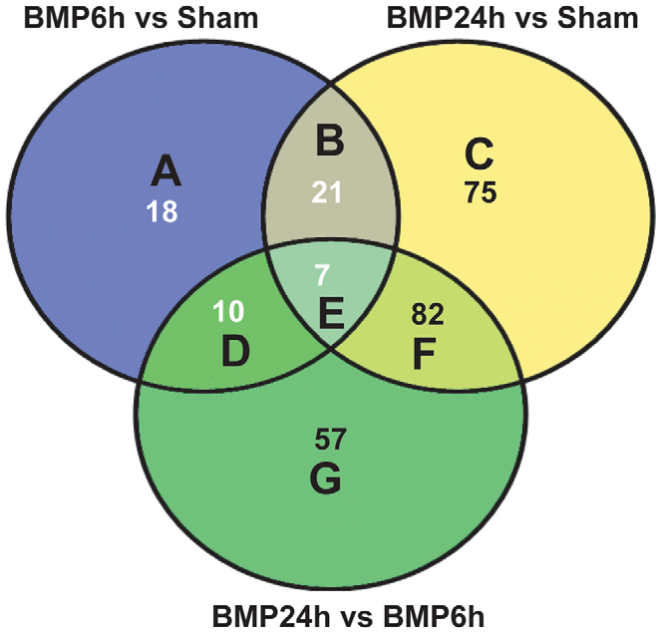
Overview of gene expression changes after addition of BMP-7 to sympathetic neurons. Venn diagram showing concordance of significant changes in transcript levels between treatment comparisons. The numbers in each section refer to the number of annotated genes that were found to be significantly different between treatment groups (*p*<0.05, 1.2 fold change up or down). Specific genes corresponding to groups identified by the letters A through G are identified in Tables S3, S4, S5 available in on-line supporting information.

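Of 22 measured genes of BMP and TGF-beta signaling targets and feedback, a list fixed before the data were examined, 15 had higher values at 6 hr than in control cultures, led by Id2, Nog and Id1. At the adjusted test 2 rose and none fell, 8 were higher when adjusted over the list alone, and the list as a whole was higher than other genes (camera adjusted p = 5.82e-11; adjusted p = 0.0159 with an estimated correlation). The list of 32 angiogenesis and blood vessel genes was higher too (camera adjusted p = 1.08e-07; adjusted p = 0.0159 with an estimated correlation), with 1 gene past the adjusted test and 9 higher when adjusted over the list alone. Its members Efna1, an ephrin, and Junb, an AP-1 subunit, had log2 fold changes of 0.71 and 0.57 at 6 hr. The 2 lists share Id1, Id3, Hand1, Junb, Klf10 and Unc5b. Table S3 gives these genes as changed on the same arrays, so the results of the 2 lists are not independent evidence. Signaling by BMP and TGF-beta ligands, receptors and Smads, with 25 measured genes, had a camera adjusted p of 0.664.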

Pathway analysis of genes differentially regulated by BMP-7 at 6 hr identified several canonical signaling pathways that could be activated by BMP-7 (Figure 4). This analysis demonstrated that primary dendritogenesis in cultured sympathetic neurons is accompanied by changes in gene expression that parallel the regulatory pathways and signaling networks that guide general development and branching morphogenesis. The signaling pathway with the lowest *p*-value was a pathway important in reproduction, the gonadotropin releasing hormone (GnRH) signaling pathway (*p* value 2.589e-4). In addition, several signaling pathways previously implicated in neuronal morphogenesis were identified as showing significant relationships with genes differentially regulated by BMP-7 in sympathetic neurons during primary dendritogenesis. These included the myelin associated glycoprotein (MAG)-dependent inhibition of neurite outgrowth signaling pathway (*p* value 5.427e-4), the NOTCH-1 mediated pathway for NF-κB activity modulation (*p* value 9.599e-3) and the Smad-dependent transforming growth factor (TGF)-β signaling pathway (*p* value 1.015e-2). 

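Gonadotropin releasing hormone signaling had 41 measured genes on the arrays, 21 with higher and 20 with lower values at 6 hr, and the list did not pass (camera adjusted p = 0.426). At the thresholds of the Methods 4 of its genes were higher and 2 lower, and none passed when adjusted over the list alone. Of 15 measured genes of myelin inhibition of neurite outgrowth, 12 had higher values at 6 hr, with a median log2 fold change of 0.12, and the list did not pass (camera adjusted p = 0.143). The Notch pathway had 18 measured genes, 9 with higher values at 6 hr (camera adjusted p = 0.84), and at 24 hr its ligand Jag1 was the 1 member that rose. Smad7, an inhibitory Smad, had a log2 fold change of 0.64 at 6 hr (standard error 0.24, adjusted p = 0.887). These lists were fixed before the data were examined and are not the gene sets of the pathway software, whose analysis cannot be repeated from the deposited values. Camera asks for a shift in 1 direction, while the paper's analysis took genes regulated in either direction. The camera results are therefore no test of its pathways. The mixed test of fry allows both directions. At 6 hr its adjusted p was 0.155 for gonadotropin releasing hormone signaling (unadjusted p = 0.0426), 0.656 for myelin inhibition and 0.288 for Notch.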

Of the GeneGo Process Networks, the top five statistically significant results were (1) development, blood vessel morphogenesis (*p* value 1.470e-07), (2) development, regulation of angiogenesis (*p* value 1.020e-05), (3) cardiac development, Wnt, beta-catenin, Notch, VEGF, IP3, and integrin signaling (*p* value 2.70e-3), (4) development, neurogenesis, axonal guidance (*p* value 3.441e-3), and (5) cardiac development, BMP, TGF beta signaling (*p* value 6.727e-03).

**Figure 4:**
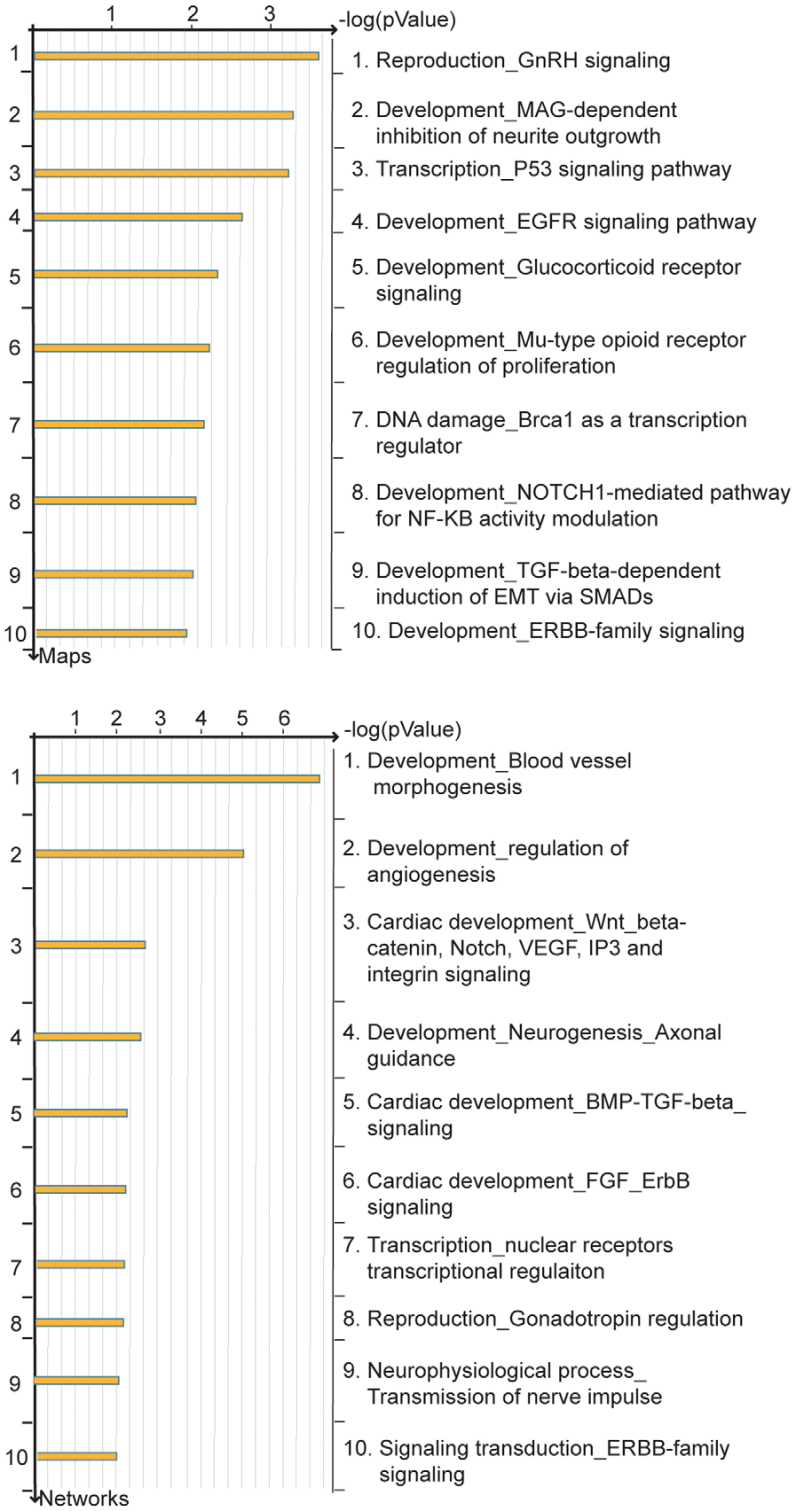
Functional analysis of genes differentially regulated during dendritogenesis in cultured sympathetic neurons. Probe sets that were determined to be significantly regulated in sympathetic neurons exposed to BMP-7 for 6 hr (compared to controls) were analyzed using MetaCore software (GeneGo). The most significant Gene Ontology signaling and metabolic (top panel) and cellular and molecular (bottom panel) pathways are shown.

To identify potential interactions between biological networks, the profile of transcripts differentially regulated by BMP-7 at 6 hr was analyzed using the GeneGO Analyze Networks algorithm. Several gene interaction webs were identified, but the one that included the most transcripts identified as regulated by BMP-7 included the inhibitor of DNA binding (Id) family of transcription repressors (Figure 5). 

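Id1, Id2 and Id3 lay higher in all 3 replicates at 6 hr and at 24 hr at the probe sets of the tables. Id2 went from a mean log2 value of 6.85 ± 0.26 (SD, n = 3) in control cultures to 9.28 ± 0.10 at 6 hr and 8.84 ± 0.17 at 24 hr. Id3 had log2 fold changes of 1.76 at 6 hr (standard error 0.17, adjusted p = 0.0292) and 1.71 at 24 hr (adjusted p = 0.0132), and the probe set that Table S1 gives for it had 1.45 (adjusted p = 0.0672) and 1.51 (adjusted p = 0.0195). Id1 had 2.00 at 6 hr (standard error 0.28, adjusted p = 0.134) and rose at 24 hr by 2.04 (adjusted p = 0.0491). A different Id1 probe set had 0.06 at 6 hr and 0.18 at 24 hr. Between 24 hr and 6 hr none of the 3 genes passed the adjusted test, and the log2 difference of Id2 was -0.44 (standard error 0.17, adjusted p = 0.939).

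**Figure D3:**
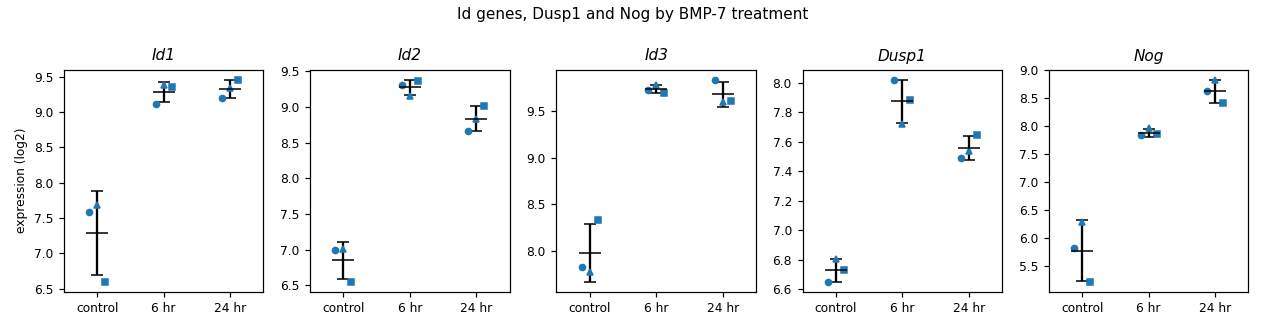
Expression (log2, y axis) of Id1, Id2, Id3, Dusp1 and Nog on each array (circle, triangle and square: replicates 1, 2 and 3), with mean and SD (n = 3). In each panel the BMP-7 arrays lie above the control arrays.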

The *Id* genes were upregulated strongly at both 6 and 24 hr (Figure 2). Interestingly, the *Id* genes identified in these microarray analyses are closely linked to canonical signaling pathways important in development, and many of them are implicated in direct or indirect control of expression of other genes identified as differentially regulated by BMP-7 in sympathetic neurons, including *Hand1* [30], [31], *Ebf* [32], [33], [34], *Ngfr* (also known as *p75*) [35] and *Cxcr4* [36], [37]. 

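Hand1, a transcription factor of sympathetic neurons, had log2 fold changes of 0.83 at 6 hr and 0.73 at 24 hr (standard error 0.19 for each; adjusted p = 0.887 and 0.543). Ebf1 had lower values, with -0.36 at 6 hr (standard error 0.14) and -0.20 at 24 hr, and neither passed the adjusted test. Ngfr, the p75 neurotrophin receptor, had 0.73 at 6 hr and rose at 24 hr by 1.91 (standard error 0.18, adjusted p = 0.0109) at the probe set of Table S1. A brighter Ngfr probe set had 0.29 at 24 hr (adjusted p = 1). Cxcr4, the chemokine receptor, had 0.52 at 6 hr and rose at 24 hr by 1.49 (standard error 0.16, adjusted p = 0.0177), and all 3 of its probe sets were higher at both times.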

The acute upregulation of these *Id* transcriptional regulators and their control of other genes in different expression clusters suggest a role in immediate early control of BMP-7 responses.

**Figure 5:**
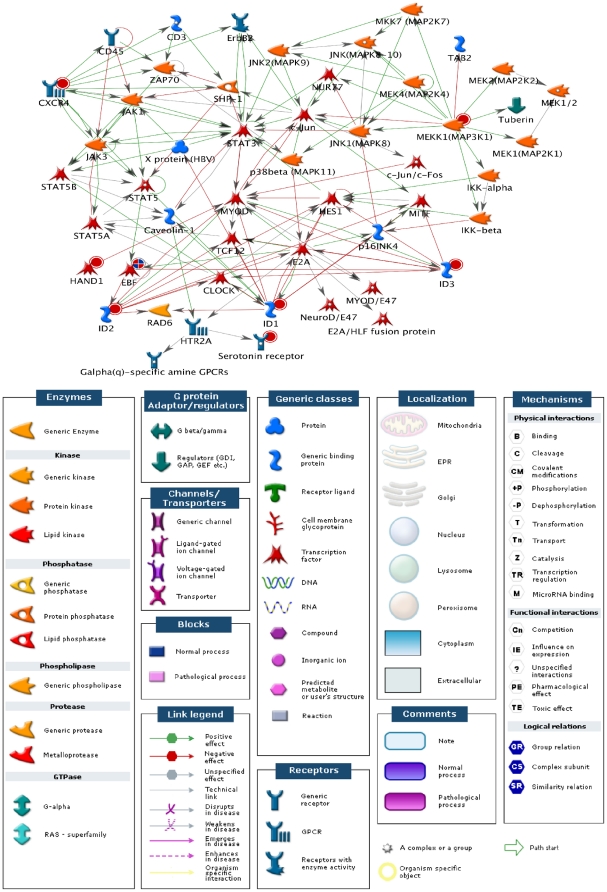
Informatic analysis of interactions between BMP-7-regulated genes identifies potential roles of Id transcriptional repressors. Transcripts differentially regulated by BMP-7 at 6 hr (*p*<0.05, 1.2 fold change up or down; listed in Tables S3, S4, S5) were entered into the GenGO Analyze Networks (AN) algorithm with default settings. Shown is one of the top scored networks as identified by an enrichment z-score. Thick cyan lines indicate the fragments of canonical pathways. Up-regulated genes from the gene input list are marked with red circles. A significant network of pathways linked by annotated functional data included three of the *Id* genes, which are among the most robust transcriptional regulators identified in our analysis and which are found in the same cluster of genes activated at both 6 and 24 hr after BMP-7 treatment.

### Experimental validation of BMP-induced gene expression

To validate microarray results, Northern blot analysis was used to compare transcript levels of target genes in control cultures of sympathetic neurons *versus* sister cultures derived from the same dissection treated with BMP-7 for 24 hr. Target genes included a subset of genes listed in Table S1: *Id1*, *Id3*, *Ngfr* (also known as *p75*), *Cxcr4* and *Jag1*. In addition, we assessed BMP-7 effects on transcript levels of *Delta 1* (*Dll1*), which was not identified as a statistically significant BMP-7 regulated gene in the microarray data set but demonstrated a trend to upregulation and was of biological interest. 

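Dll1 had a log2 fold change of -0.17 at 24 hr (standard error 0.22, adjusted p = 1) and -0.36 at 6 hr (adjusted p = 0.887) at its brighter probe set. Its control mean was 7.97 ± 0.25 (SD, n = 3), and 2 of 3 replicates at 24 hr moved in the direction of the mean. The other Dll1 probe set had 0.45 at 6 hr and -0.05 at 24 hr. Jag2 had 0.02 and Notch1 -0.03 at 24 hr, and both are in the list of the Notch pathway. In that list 10 of 18 genes had lower values at 24 hr (camera adjusted p = 0.387). Its adjusted p in the mixed test of fry, which allows changes in both directions, was 0.00223. Of Dll1 and the 5 genes taken from Table S1 for the Northern blots, 4 rose on the arrays at 24 hr at the brightest probe set of each gene and none fell, with 4 higher when adjusted over the list alone. At the probe sets of Table S1 all 5, namely Id1, Id3, Ngfr, Cxcr4 and Jag1, rose at 24 hr, with adjusted p from 0.0109 to 0.0491, and the brightest probe set of Ngfr had 0.29. The study chose those 5 genes on these arrays, so the count is not independent evidence (camera adjusted p = 3.17e-12; adjusted p = 0.0127 with an estimated correlation).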

Using independent probes, we confirmed that BMP-7 upregulated each of these target genes (Figure 6A). Transcript levels for two of the most robustly upregulated genes in BMP-7 treated sympathetic neurons, *Id1* and *Id3*, were significantly decreased by actinomycin-D but not cyclohexamide (Figure 6B), demonstrating that the BMP-7 upregulation of these genes required active transcription and was not affected by inhibition of protein translation.

**Figure 6:**
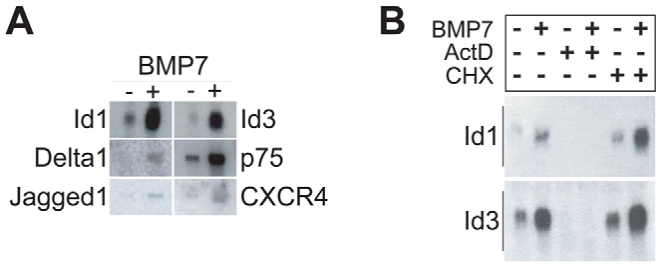
Validation of BMP-7 induction of expression for genes identified as up-regulated in microarray analysis. To validate results of microarray analysis of gene expression, we analyzed gene expression in primary cultures of sympathetic neurons treated with or without BMP-7 for 24 hr. Total RNA collected from these cultures was submitted to Northern blot analysis using six independent probes corresponding to genes identified as upregulated by microarray analysis. (**A**) Representative Northern blots probed for Id1, Id3, Delta1, Ngfr (p75), Jagged1 and CXCR4. In all cases, a single band was detected at the expected size, and equal loading of mRNA was verified by probing with actin, which was considered a housekeeping gene. (**B**) Effect of transcriptional and translational inhibitors on BMP-7-stimulated gene expression in sympathetic neurons. Cultures treated with or without BMP-7 in the absence or presence of actinomycin-D or cycloheximide to inhibit mRNA or protein synthesis, respectively. Total RNA from these cultures was analyzed by Northern blotting for expression of Id1 and Id3. BMP-7 induced expression of both Id1 and Id3 was blocked by actinomycin-D, while cycloheximide enhanced the expression of both genes in response to BMP-7.

## Discussion

Dendritic morphogenesis is a critical determinant of neuronal connectivity in the developing nervous system and an essential component of functional plasticity of the nervous system throughout life. A critical phase in dendritic morphogenesis is the initial formation of primary dendrites, yet little is known about the molecular changes that drive primary dendritogenesis. In this study we demonstrate that transcription is required for primary dendritogenesis in primary cultures of sympathetic neurons since pharmacologic inhibition of transcription by actinomycin-D inhibits BMP-7-induced dendritogenesis when administered during the first 24 hr after BMP-7 exposure. Notably, the number of genes differentially regulated by BMP-7 at 24 hr is significantly increased compared to the number of genes regulated at 6 hr, which is consistent with a defined genetic program that drives primary dendritogenesis. 

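Nog, Ngfr, Gfra2, Hpcal1, Hsd11b2, Jag1 and Cxcr4 passed the adjusted test at 24 hr and not at 6 hr, and in the same fit the difference between the times did not pass for any of them. For Gfra2 that difference was a log2 value of 1.45 (standard error 0.15, adjusted p = 0.114), and for Csrp2 it was -1.20 (standard error 0.14, adjusted p = 0.114). With the replicate number as a block in place of the batch, the difference passed for Gfra2 (adjusted p = 0.0317), Csrp2 (adjusted p = 0.0378) and Ngfr (adjusted p = 0.0472). Gfra2, Csrp2, Hpcal1 and Egln3 passed with no batch term, with dim probe sets removed, with an intensity trend and with array weights. Ngfr passed in all of these but the fit with no batch term. Hsd11b2 passed with dim probe sets removed and with array weights. Nog, Jag1 and Cxcr4 passed with array weights only, a fit chosen after the arrays were seen. The deviations of arrays with the same number correlated by 0.40 between BMP24h and BMP6h within batch 2. Olfm1, a secreted neuronal glycoprotein, rose at 24 hr by 0.84 (standard error 0.11, adjusted p = 0.0454) and had 0.32 at 6 hr, while its brighter probe set had 0.62 at 24 hr (adjusted p = 0.543). From the larger number of genes at 24 hr, the paper proposes a defined genetic program that drives primary dendritogenesis.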

Our findings also represent, to our knowledge, the first unbiased transcriptome analysis of mammalian neurons during primary dendritogenesis. Genes identified as differentially regulated by BMP-7 in cultured sympathetic neurons form a discreet dataset of candidate genes involved in primary dendritogenesis that will be useful in directing novel hypothesis-driven research into the molecular mechanisms that control the initial stages of dendrite formation. Below, we discuss the internal validity and relevance of this dataset, some of the unexpected expression patterns observed in this study, and potential strategies for using these data in mechanistic studies of dendritogenesis.

### Internal validation and relevance of these microarray data

The validity of the microarray data generated in this study is supported by two lines of evidence. First, Northern blot analysis confirmed microarray data for a subset of genes identified as upregulated by BMP-7. Second, multiple genes identified in this study as differentially regulated by BMP-7 have been reported to be similarly regulated by BMPs in other model systems. For example, *Adcyap* (PACAP) has been shown to be negatively regulated by BMPs [38] and was also suppressed in BMP-7-treated sympathetic neurons. Conversely, *Hand1* [39], [40], the *Id* genes [41], *Noggin* [42], [43], [44], *Ngfr* [45], *Klf10* [46], and *Vegf* [47] are upregulated by BMPs in other model systems and by BMP-7 in cultured sympathetic neurons. 

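Adcyap1, which encodes the neuropeptide PACAP, had a log2 fold change of -1.05 at 24 hr (standard error 0.21, adjusted p = 0.245, lower in 3 of 3 replicates) and -0.19 at 6 hr. All 3 of its probe sets were lower at 24 hr. Among 24 measured neuropeptides and granins, a list fixed before the data were examined, none passed the test over all probe sets at 24 hr, and 6 were lower when adjusted over the list alone: Adcyap1, Cga, Cartpt, Pcsk2, Vgf and Scg3. Cga, the common alpha subunit of glycoprotein hormones, had -0.79, and Cartpt, a neuropeptide precursor, -0.74. The list was lower than other genes (camera adjusted p = 0.000692, and 0.0429 with an estimated correlation). Table S4 gives all 6 of those genes as lower on the same arrays, so this is not independent evidence.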

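Klf10, a transcription factor induced by TGF-beta, had log2 fold changes of 0.72 at 6 hr and 0.74 at 24 hr (standard error 0.17 for each, adjusted p = 0.887 and 0.300). The lowest values among its 3 probe sets were 0.02 at 6 hr and 0.01 at 24 hr. Vegfa had 0.33 and 0.30 at the probe set of the tables (standard error 0.13 for each), and its brightest probe set had 0.06 and -0.03. Of the 12 BMP responsive genes of the Discussion, 7 were higher and 5 lower at 24 hr at the brightest probe set of each. Of these, 4 passed the adjusted test, all higher, and 6 were higher and 4 lower when adjusted over the list alone. At the probe sets of the tables, Ngfr rose by 1.91 (adjusted p = 0.0109) and Vegfa had 0.30. The study chose the 12 genes on these arrays, so this is not independent evidence. The camera adjusted p was 0.00026, and 0.0429 with an estimated correlation. Tgfb and Bmp ligands, their receptors and the Smads had a median log2 fold change of -0.04 at 24 hr over 25 genes (camera adjusted p = 0.39).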

Comparable patterns of gene regulation across these studies not only validate our microarray data but also suggest the existence of a subset of conserved, cell-type independent BMP-responsive genes that constitute a canonical BMP signaling pathway across multiple BMP family members. However, other genes shown to be upregulated by BMPs in other model systems, notably, *Igfbp3* [48], [49], *Ccl2* [50] and *Cdh2* [51], were downregulated by BMP-7 in sympathetic neurons. This suggests that our dataset also includes genes that are uniquely regulated in our novel neuronal model system.

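Igfbp3, which binds insulin-like growth factors, had a log2 fold change of -1.27 at 24 hr (standard error 0.26, adjusted p = 0.242). Ccl2, a chemokine, had -0.61 (standard error 0.16, adjusted p = 0.520), and Cdh2, N-cadherin, had -0.86 (standard error 0.25, adjusted p = 0.665). Each of the 3 genes was lower in 3 of 3 replicates at 24 hr, and their values at 6 hr were -0.43, -0.28 and -0.25. Both probe sets of each gene were lower at 24 hr. Igfbp3 is also in the list of 26 fibroblast and matrix markers, which was lower at 24 hr (camera adjusted p = 5.87e-05; adjusted p = 0.165 with an estimated correlation).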

Although the identification of core BMP-regulated genes provides validity to our findings, these data also point to a potential limitation of our study, which is that at least a subset of genes regulated in our model could be BMP-responsive but not play a direct role in dendrite formation. However, several characteristics of the model system strongly suggest that the transcriptome described in this study is enriched for genes of functional relevance to primary dendritogenesis. 

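The mean log2 value in control cultures was 11.31 for 14 neuron markers, 8.87 for 26 fibroblast and matrix markers, 7.03 for 18 satellite glia and Schwann cell markers, 6.54 for 11 endothelial and mural markers and 6.49 for 13 macrophage and blood cell markers. Tyrosine hydroxylase (Th), the first enzyme of catecholamine synthesis, had 13.49 ± 0.01 (SD, n = 3) in control cultures. Mgp, a matrix protein, had 12.07 ± 0.05 (SD, n = 3), and dopamine beta-hydroxylase (Dbh), which makes noradrenaline, had 11.94 ± 0.04. Neuron markers did not pass in camera at 24 hr (adjusted p = 0.672), nor did glial (0.39 in the same test) or macrophage markers (0.929). In the mixed test of fry, which allows changes in both directions, the adjusted p was 0.0161, 0.75 and 0.71 in the same order. Fibroblast and matrix markers had 1 gene that fell at 24 hr, Csrp2, and 3 lower when adjusted over the list alone, while Col1a1 had a log2 fold change of 0.08 and Acta2 0.32. Endothelial and mural markers were lower at 24 hr (camera adjusted p = 0.018; adjusted p = 0.171 with an estimated correlation). An array value depends on the probe set and does not separate low expression from background, so these levels do not give a share of cells.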

One important characteristic is that our model is comprised of a homogenous population of sympathetic neurons devoid of other cell types [22], [25]. In addition, we were able to experimentally isolate synchronized neurons at two distinct stages of dendritic growth: immediately preceding the formation of dendrites and during the initial formation of primary dendrites. Third, neurons in these cultures respond uniformly to the dendrite-promoting activity of BMP-7 and other BMPs of the dpp and 60A subfamilies (Figure 1 and [25]), and BMP-induced dendrite formation occurs in the absence of changes in cell survival or axonal growth (data not shown and [25]). These characteristics significantly increased the likelihood of capturing genes specifically involved in dendrite formation rather than genes that regulate general neurite formation, neuronal differentiation or neuronal cell survival. This conclusion is corroborated by comparisons between the microarray dataset generated in this study and transcriptomes reported from differentiating PC12 cells, which do not elaborate dendrites. Genes identified in this study are likely specific for dendrite (and not neurite) outgrowth since the set of genes differentially regulated by BMP-7 in cultured sympathetic neurons included only a few genes previously associated with NGF-induced neurite outgrowth in PC12 cells (*Calb1* [52], *Cited2* [53], *Egr1* [54], *Hspb1* [55], *Ptprr* [56] and *Tyro3* [57]) or identified as differentially regulated by a close family member of BMP-7, BMP-4, in PC12 cells (*Mapt* and *Egr1* [58]).

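Of the 7 genes named, Egr1, a transcription factor of the immediate early response, had higher values at 24 hr, with a log2 fold change of 1.05 (standard error 0.23, adjusted p = 0.300), and -0.43 at 6 hr. The other 6 had lower values at 24 hr: Tyro3 -0.88, Ptprr -0.85, Calb1 -0.80, Cited2 -0.79, Hspb1 -0.53 and Mapt -0.51. None passed the test over all probe sets, and 1 was higher and 5 lower when adjusted over the list alone, at the brightest probe set of each gene. A second Tyro3 probe set had 0.04 at 24 hr. The study chose the genes on these arrays, so their direction is not independent evidence (camera adjusted p = 3.54e-07; adjusted p = 0.0281 with an estimated correlation).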

### Unexpected findings

Surprisingly, few genes that encode the major cytoskeletal proteins found in dendrites [59] were identified as transcriptionally regulated by BMP-7 during primary dendritogenesis in sympathetic neurons. 

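Of 31 measured genes of the neuronal cytoskeleton and its motors, 26 had lower values at 24 hr and 5 higher, with a median log2 fold change of -0.12. None passed the adjusted test, over all probe sets or over the list alone, and at the thresholds of the Methods 7 were lower and 1 higher. Mapt, the microtubule protein tau, had a control mean of 12.32 ± 0.07 (SD, n = 3) and a log2 fold change of -0.51 (standard error 0.12), and Ina, the neurofilament alpha-internexin, had -0.46 (standard error 0.11). The list was lower than other genes at 24 hr (camera adjusted p = 5.87e-05; adjusted p = 0.0622 with an estimated correlation). At 6 hr 20 of the 31 had lower values and the list did not pass (camera adjusted p = 0.844).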

One possibility is that since cytoskeletal proteins are downstream effectors, they are upregulated between the 24 and 48 hours-post-BMP treatment, which are the time points between which we observed a substantial difference in actinomycin treatment on BMP-7-induced dendritic growth. An alternative possibility is that in addition to transcriptional regulation, post-transcriptional mechanisms that regulate cytoskeleton proteins are critically important in dendrite formation. For example, tubulin production has been shown to involve translational feedback regulation that results in tight regulation of protein based on intracellular concentrations of unpolymerized subunits [60]). Additional transcriptome analyses at time points between 24 and 48 hours post-BMP treatment integrated with proteomic analysis may offer unique insights into additional effector genes and the role of non-transcriptional regulatory mechanisms that contribute to primary dendritogenesis.

Another unexpected finding was that multiple genes previously reported to activate growth of new neurites in primary neuronal cell cultures or neuronal cell lines were repressed by BMP-7 in sympathetic neurons, including: *Alcam* [61], *Areg* [62], *Atf3* [63], *Calb1* [64], [65], *Ccl2* [66], *Cd47* [67], [68], [69], *Cdh2* [69] and *Dclk1* [68]. 

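At the probe sets of the tables, all 8 of these genes had lower values at 24 hr in 3 of 3 replicates, with log2 fold changes from -1.31 for Areg to -0.53 for Dclk1. Areg had an adjusted p of 0.0833 (standard error 0.21), and Atf3, a stress-induced transcription factor, had -1.01 (standard error 0.22, adjusted p = 0.282). Alcam, an adhesion molecule, had -0.83 and Cd47, an integrin-associated protein, -0.58. At the brightest probe set of each gene, log2 fold changes at 24 hr ran from -1.31 to -0.41. No gene passed the test over all probe sets, and 8 were lower when adjusted over the list alone at these brightest probe sets. The study chose them on these arrays, so the count is not independent evidence (camera adjusted p = 4.69e-14; adjusted p = 0.0127 with an estimated correlation). A second probe set of Dclk1 had 0.08 at 24 hr, and the highest of 3 Alcam probe sets had 0.07.

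**Figure D4:**
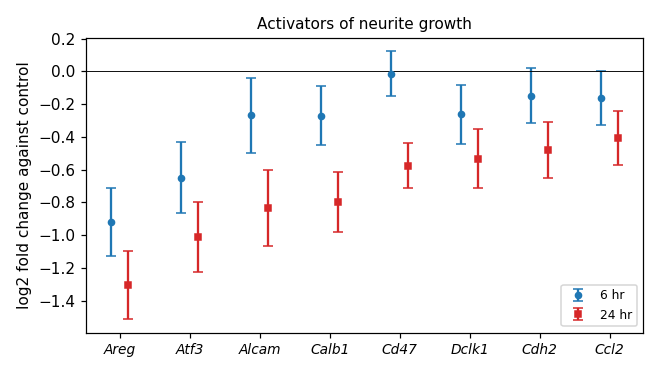
Log2 fold change against control (y axis) of 8 activators of neurite growth at 6 hr (circles) and 24 hr (squares), with the standard error of the limma fit. All 8 lie below 0 at 24 hr.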

Although the reasons for this discrepancy are unclear, there are several possible explanations. One technical consideration is that some of the initial experiments defining these genes as activators of neurite extension used overexpression paradigms, which may not reflect physiological function. Another possibility is that stimulation of the genetic program for primary dendritogenesis activates a negative feedback loop that functions to limit dendritic growth. Indeed the BMP-7 transcriptome in sympathetic neurons suggests a role for both positive and negative feedback regulation. 

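Mgp, matrix Gla protein, had a log2 fold change of -0.48 at 24 hr (standard error 0.16, adjusted p = 0.972) and -0.14 at 6 hr. It was lower in 3 of 3 replicates at 24 hr. Mgp was among the genes lower at 24 hr at the thresholds of the Methods. Of the 26 fibroblast and matrix markers, which include Mgp, 17 had lower values at 24 hr, and Dcn, the matrix proteoglycan decorin, had -0.68 at the probe set of the tables.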

One of the few genes downregulated by BMP-7 in sympathetic neurons was *Mgp*, which has been shown to inhibit the effects of BMPs in muscle [70]. The attenuation of *Mgp* would be predicted to accentuate BMP signaling and feed forward to sensitize cells to BMP-7. On the other hand, several genes activated by BMP-7 in cultured sympathetic neurons have previously been shown to antagonize BMP-mediated signals, including *Noggin*, and *Tmeff1* [71]. 

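Nog rose at 24 hr from a control mean of 5.78 ± 0.54 (SD, n = 3) to 8.62 ± 0.21, a fold change of 7.14, and had a log2 fold change of 2.10 at 6 hr (standard error 0.26, adjusted p = 0.0672). Both of its probe sets were higher at both times. Tmeff1, a transmembrane protein with follistatin domains, had 0.93 at 24 hr (standard error 0.19, adjusted p = 0.264) and 0.08 at 6 hr.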

The transcription factor *Atf3*, which is a permissive protein that facilitates the activation of Id by BMPs [72], is downregulated by BMP-7 treatment of SCG neurons. 

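Atf3 had a control mean of 8.79 ± 0.10 (SD, n = 3) and log2 fold changes of -0.65 at 6 hr and -1.01 at 24 hr. It was lower in 3 of 3 replicates at 24 hr and did not pass the adjusted test. Among 31 measured genes of axotomy and regeneration, which include Atf3, none passed at 24 hr over all probe sets and 3 were lower when adjusted over the list alone. That list was lower than other genes (camera adjusted p = 5.84e-05; adjusted p = 0.0429 with an estimated correlation). Immediate early and AP-1 genes, with 27 measured, had a camera adjusted p of 0.355 at 24 hr. In the mixed test of fry, which allows changes in both directions, their adjusted p was 0.00223.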

The regulation of multiple genes that inhibit effects of BMP suggests the existence of negative feedback systems that are activated within 24 hr of BMP-7 exposure. Presumably, these negative feedback pathways are activated to prevent interminable signaling and thus prevent overgrowth of dendrites.

Other possible explanations for why genes shown to activate neurite outgrowth in other systems were downregulated by BMP-7 in sympathetic neurons include: 1) these genes have opposite effects on dendrites versus axons; and 2) the genetic program that drives BMP-7-induced dendritic growth in sympathetic neurons differs from genetic control of dendritic growth triggered by other stimuli in other neuronal cell types. With respect to the former, only a minority of previously published studies of neurite outgrowth identified the affected neurites as dendrites, so it is likely that the neurites stimulated by upregulation of these genes were axonal in nature. There is significant experimental evidence that axons and dendrites are differentially regulated [22], even by the same signaling molecule [73]. Regarding the latter, it is possible that these gene products have different roles in the context of BMP-induced dendritic growth in sympathetic neurons relative to their roles in other model systems of dendritic growth. There is precedence for this possibility: activation of the GTPase RhoA is required for BMP-7-induced dendritic growth in sympathetic neurons [74], but inhibits activity-dependent dendritic growth in cultured neurons of central origin [75], [76]. It is not clear whether this reflects a difference between peripheral or central neurons or between BMP-induced versus activity-dependent dendritic growth. It should be possible to distinguish between these possibilities experimentally since BMPs have been shown to robustly enhance dendritic growth in central neurons in culture [77], [78], [79], [80].

### Potential strategies for using these data in mechanistic studies of dendritogenesis

Gene transfection, pharmacological modulation, and siRNA can be used in cultured sympathetic neurons to directly assess the functional role of BMP-regulated genes in primary dendritogenesis and several studies are underway in our lab to investigate individual genes using these approaches. However, given the large number of BMP-regulated genes discovered in our analysis, gene-by-gene functional evaluation of physiological regulators of dendritogenesis is challenging. One approach that might be useful in prioritizing genes for mechanistic studies is to focus on transcripts whose gene products are localized to dendrites, which implies a direct role in dendritogenesis, rather than upregulation as an epiphenomenon. Such genes include *Cxcr4* [81], [82], *Hpcal1* [83], [84], *Gfra2* [85], *Ina* [86], *Pka* [87], [88], *Syt4* [89], [90], and *Tyro3* [91].

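Cxcr4, Hpcal1 and Gfra2 rose at 24 hr, by log2 fold changes of 1.49, 1.66 and 1.72. Ina had -0.46, Syt4, a synaptotagmin, -0.68 and Tyro3, a receptor kinase, -0.88, all 3 lower in 3 of 3 replicates and none past the adjusted test. The transcript of the tables closest to protein kinase A is Pkia, which encodes an inhibitor of that kinase, and it had -0.27 (standard error 0.11, adjusted p = 1). The catalytic subunit Prkaca had -0.01 and the regulatory subunit Prkar1a -0.04. Over the 7 genes, 3 were higher and 4 lower when adjusted over the list alone. The camera adjusted p was 0.261. In the mixed test of fry, which allows changes in both directions, the adjusted p was 7.45e-06. These results are not independent evidence since the study chose the genes on these arrays.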

Another approach for prioritizing genes for gene-by-gene analysis is to identify genes that have already been shown to participate in dendrite or, less stringently, neurite outgrowth. Indeed, several of the BMP-7-responsive genes activated in sympathetic neurons during dendritogenesis have been previously shown to modulate dendritic growth in other model systems. Examples include *Jagged1*, a ligand for the Notch system that has been implicated in controlling multiple aspects of dendritic growth [75], [92], [93]; *Mark1*, a gene whose optimal levels of expression is required for proper dendrite length [94]; *Ngfr* (*p75*), which has complex roles in dendrite stabilization and likely modulates increased sensitivity to dendrite regulating ligands [95], [96], [97]; *Pka*, which responds to increased cAMP levels that play a major role in dendrite formation and stability [88], [98], [99], [100] and *Vegfa*, which plays a role in dendrite formation during development [101], [102] and numerous pathophysiological states [103]. Conversely, we found downregulation of several genes that have been demonstrated to inhibit dendrite or neurite formation, including *Adcyap1* (PACAP) [104], *Maoa* and *Maob* [105], [106], [107], [108] and *Pdlim1* whose expression in sensory neurons downregulates neurite number [109]. 

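Jag1, a ligand of Notch, rose at 24 hr by a log2 fold change of 1.50 (standard error 0.20, adjusted p = 0.0454), from a control mean of 5.29 ± 0.25 (SD, n = 3), and Ngfr rose by a fold change of 3.77. Mark1, a kinase of microtubule-associated proteins, had a log2 fold change of 0.44 (standard error 0.16, adjusted p = 1), higher in 3 of 3 replicates. Pkia, an inhibitor of protein kinase A, was lower in 3 of 3 replicates, at a fold change of 1.21 in size. The 4 probe sets of Vegfa ranged from -0.03 to 0.35 on the log2 scale at 24 hr.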

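Maoa and Maob, the monoamine oxidases, had log2 fold changes of -0.81 (standard error 0.14, adjusted p = 0.126) and -0.80 (standard error 0.19, adjusted p = 0.348) at 24 hr. Pdlim1, a PDZ and LIM domain protein, had -0.56 (standard error 0.13, adjusted p = 0.361). Each was lower in 3 of 3 replicates, and their values at 6 hr lay between -0.18 and -0.08. Of 14 measured genes of catecholamine synthesis, storage and breakdown, 1 was higher and 3 lower at 24 hr when adjusted over the list alone. The list did not pass in camera (adjusted p = 0.208). It passed in the mixed test of fry, which allows changes in both directions (adjusted p = 1.29e-06). Of the 9 dendritic growth genes of the Discussion, 3 were higher and 6 lower at 24 hr at the brightest probe set of each, and 1 rose. When adjusted over the list alone, 2 were higher and 5 lower. The list was lower than other genes (camera adjusted p = 0.0492, and adjusted p = 0.501 with an estimated correlation). The study chose these genes on these arrays, so their direction is not independent evidence.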

The combined upregulation of a set of pro-dendritic genes and downregulation of anti-dendritic genes may underlie the robust response of sympathetic neurons to BMP-7. It remains to be determined whether these genes play a role in primary dendritogenesis versus dendrite modulation, but these genes are certainly potentially important based on functions established in independent studies and seem likely to be functionally relevant in primary dendritogenesis in sympathetic neurons.

A final strategy is to investigate functional relationships using pathway analyses. Figure 5 highlights an example of a complex network of known interactions inferred using the set of genes differentially regulated by BMP-7 at 6 hr. The analysis suggests that *Id* genes play an important role in the regulation of a number of genes that are differentially regulated by BMP-7 in sympathetic neurons, which in turn suggests that *Id* genes play a central and important early role in regulating primary dendritogenesis. Ids are known transcriptional regulators that control expression of downstream genes, and our experimental data (Figure 6) confirm that *Id* genes are strongly upregulated by BMP-7 and meet the criteria for immediate early genes in that they respond rapidly to exogenous factors but do not require new protein translation. As has been observed with other immediate early gene responses, cycloheximide enhanced the relative abundance of Id1 and Id3 mRNAs in the absence of BMP treatment. This phenomenon may be due to impairment of inhibitory factors that require protein synthesis (e.g., basal transcription of Id1 could be inhibited by a transcription factor that is rapidly turning over and protein synthesis inhibitors therefore deplete this transcription factor resulting in lower Id1 levels).

### Conclusion

In conclusion, we present the first comprehensive gene profiling analysis of a model system for primary dendritogenesis in a mammalian neuron. Our findings identify a set of genes differentially regulated by BMP-7 in sympathetic neurons during primary dendritogenesis. Bioinformatic analyses implicate a number of well-established and novel genes and signaling pathways, which will inform testable hypotheses regarding transcriptional control of the initial stages of dendritic growth. That these findings may be generally applicable to dendritic growth in other neuronal cell types is suggested by evidence that BMPs also selectively promote dendritic growth in central neurons [77], [78], [79], [80], [110].

## Materials and Methods

### Ethics Statement

All procedures involving animals were performed according to protocol number RA02H321 approved by the Institutional Animal Care and Use Committee at Johns Hopkins University. Timed-pregnant Holtzman rats were purchased from Harlan (Indianapolis, IN) and housed individually in standard plastic cages with Alpha-Dri bedding (Shepherd Specialty Papers, Watertown, TN) in a temperature (22±2°C) controlled room on a 12 h reverse light-dark cycle. Food and water were provided *ad libitum*. Dams and pups were humanely euthanized prior to harvesting of tissues for culture; no experimental manipulations were performed prior to euthanasia.

### Primary Culture of Sympathetic Neurons

Sympathetic neurons were dissociated from the superior cervical ganglia (SCG) of embryonic day 21 (E21) rat pups and maintained in the absence of glial cells in serum-free medium supplemented with nerve growth factor (β-NGF, 100 ng/ml, Harlan Bioproducts, Indianapolis, IN) as previously described [111]. Recombinant human BMP-7 (50 ng/ml), which was a generous gift of Creative Biomolecules (now known as Curis, Cambridge, MA) was added to the medium on day 5 *in vitro* to trigger dendritic growth [25].

### Morphological analyses

To visualize dendrites, cultures were immunostained with a monoclonal antibody to MAP-2 (Sternberger-Meyer Immunochemicals, Jarrettsville, MD) and antigen∶antibody complexes were detected by indirect immunofluorescence as previously described (Lein *et al.*, 1995). In all morphometric analyses, only isolated neurons, i.e., neurons whose cell were bodies were at least 100 µm from the soma of the nearest neighboring cell were analyzed, since a previous study [23] demonstrated that density-dependent changes in cellular morphology occur when cell bodies are separated by lesser distances. Processes were scored as dendrites if they were MAP-2-immunoreactive, tapered over their length and at least equal in length to the diameter of the cell body. The percentage of neurons with dendrites was determined from 5 independent fields (at 200× magnification) per culture in 3 cultures per condition. These values were averaged within treatment groups to obtain the percentage of neurons with dendrites per treatment for that experiment. The experiment was repeated 3 times using cultures derived from 3 independent dissections, resulting in an n = 3 for statistical analysis of treatment-related effects using a one-way ANOVA with *p*<0.05 considered significant, followed by *post hoc* comparison of means using Student Newman-Keuls analysis.

### Western blot analysis of cytoskeletal proteins

To assess the effects of BMP treatment on axonal growth, cultured sympathetic neurons were plated onto poly-d-lysine coated 35 mm dishes and a subset of these cultures were treated with 50 ng/ml of BMP-7 in the presence or absence of actinomycin D for 24 hr beginning on day 5 *in vitro*. Cell lysates were collected from both control and BMP-7-treated cultures on day 6 *in vitro* by scraping cells off dishes in 50 mM Tris buffer (pH 7.4) containing 0.1% sodium dodecyl sulfate, 2% 2-mecaptoethanol and 1 mM EDTA and homogenized by passaging through a 23 gauge needle at 4°C. Cell lysates were centrifuged at 12,000× g for 15 min and the protein concentrations of the supernatants were determined using the Bradford dye reagent (Bio-Rad). Equal amounts of proteins were resolved by SDS-PAGE, electrophoretically transferred onto a nitrocellulose membrane, and probed with antibodies to MAP2 or an antibody to the phosphorylated forms of the H and M neurofilament subunits (SMI31; Sternberger Monoclonals), which are primarily found in axons. Immunoreactive bands were detected using Chemiluminescent Substrate (Pierce Chemical) after sequential treatment with biotinylated goat anti-mouse IgG (HyClone) and with horseradish peroxidase-conjugated streptavidin (Amersham).

### RNA Isolation and Microarray Processing

Total RNA was isolated from cultures grown under 3 different experimental conditions: 1) cultures not treated with BMP-7, referred to as control; 2) cultures exposed to BMP-7 for 6 hr, referred to as BMP6h; and 3) cultures exposed to BMP-7 for 24 hr, referred to as BMP24h. Total RNA was isolated from each pooled sample using the Qiagen RNeasy kit (Qiagen, Valencia, CA) per the manufacturer's protocol. In our experience, 5 µg total RNA is typically purified from one million neurons. The quality and concentration of the isolated RNA was assessed by spectrophotometry (2100 Bioanalyzer, Agilent Technologies, Santa Clara, CA) and gel electrophoresis. One RNA sample (pooled from multiple cultures set up at the same cell densities used for morphological analyses) of each experimental condition was collected per experiment from cultures derived from the same dissection and experiments were repeated 3 times using cultures derived from 3 independent samples resulting in nine total samples (3×3 study design). Total RNA was isolated from all experimental conditions at the same time (day 6 *in vitro*).

Gene expression microarray assays were performed in the Affymetrix Microarray Core of Johns Hopkins University Bloomberg School of Public Health (Baltimore, MD) following the 3′IVT one-cycle labeling and amplification protocol described in the Affymetrix GeneChip Expression Analysis Technical Manual (http://www.affymetrix.com/support/technical/manual/expression_manual_affx). Samples were processed in two batches: the first batch included 3 samples (with one biological replicate sample of 10 µg cRNA per each of the three experimental conditions) whereas the second batch included 6 samples (with two biological replicate samples of 5 µg cRNA per each of the three experimental conditions). Experimental conditions were balanced across the two batches in order to prevent a technical processing bias.

Samples were randomized prior to processing. Target material (cRNA) resulting from the labeling and amplification reactions was hybridized to Affymetrix GeneChip® Rat Genome U34A arrays, which contain oligonucleotide probe sets for 8,799 rat genes from full length mRNA transcripts and EST clusters. Target cRNA was hybridized over two hyb/scan processing batches; the quantity of cRNA hybridized varied by batch (10 µg cRNA hybridized for Batch1 and 5 µg cRNA hybridized for Batch2). Arrays were scanned using MAS5 software (Affymetrix, Santa Clara, CA) to produce raw image data (DAT files) and raw probe cell level signal intensity values (CEL files). Analysis of array performance quality metrics was completed by the Gene Microarray Shared Resource of Oregon Health & Science University (Portland, OR) using Affymetrix GeneChip Command Console software (Affymetrix, Santa Clara, CA) and custom scripts for data visualization.

### Microarray data analysis

Affymetrix CEL files were imported to Partek Genomics Suite v. 6.5 (Partek, St. Louis, MO) for data visualization and statistical testing. Upon data upload, pre-processing of CEL data for the complete data set (total of nine samples; three biological replicate samples each for Control, BMP6h, and BMP24h conditions) was performed using the Robust MultiChip Average (RMA) algorithm [112], [113]. A two-way ANOVA statistical test was performed, including factors for treatment (control, BMP6h, BMP24h) and processing batch (Batch1: control, BMP6h, BMP24h; Batch 2: two samples each of control, BMP6h, BMP24h); the Partek software “batch removal” function was evoked for the latter factor, which performs a signal value adjustment aimed to minimize batch-specific technical variation. The Partek batch removal function is designed for cases when batching is balanced across the sample conditions (User's Guide, Partek Genomics Suite). Differential gene expression across the treatment course was assessed by applying a filter on *p*-value (Treatment)<0.005 to the ANOVA results (note that all reported *p*-values are unadjusted and therefore not corrected for multiple testing). Patterns of gene expression from this analysis output were visualized using hierarchical clustering. For a more in depth analysis of the between treatment differences, three linear contrasts were performed: BMP6h versus control, BMP24h versus control, and BMP24h versus BMP6h. Lists of significant genes were generated for each comparison. Gene list criteria included passing a maximum 0.05 raw *p*-value cutoff and a minimum fold-change (FC) cut-off of 1.2 for both up- and down-regulated genes in response to BMP treatment. Concordance of the gene lists was visualized by Venn diagram (http://bioinfogp.cnb.csic.es/tools/venny/index.html). Gene function and pathway annotation were associated with the data set using MetaCore software (GeneGo, St. Joseph, MI).

All microarray data is MIAME compliant and the raw data has been deposited in the MIAME compliant GEO database (accession number GSE28150).

### Northern blot analysis

Sympathetic neuronal cell cultures were rinsed with phosphate buffered saline immediately prior to RNA purification, and then treated with Trizol (Invitrogen, Carlsbad, CA) to solubilize nucleic acids. The Trizol suspension was extracted as recommended by the manufacturer and RNA was precipitated with isopropanol and rinsed with 70% ethanol prior to resuspension in water. RNA (5–10 µg) was treated with formamide (Sigma, St. Louis, MO) and heated to 65°C prior to electrophoresis on formaldehyde agarose gels. RNA gels were blotted using conventional capillary transfer onto Whatman Nytran™ membranes (GE Healthcare, Piscataway, NJ). Membranes were pre-blocked in hybridization buffer (Stratagene QuickHyb, Agilent Technologies, La Jolla, CA) prior to exposure to denatured, random-primed ^32^P-labeled probes. After overnight exposure, the filters were washed at high stringency in 0.1% SDS and 0.1× SSC (saline-sodium citrate; diluted from 20× SSC containing 3 M sodium chloride and 300 mM sodium citrate, pH 7.0) at 65°C, followed by autoradiography for 2 hr to 2 wk.

Probes used for hybridization experiments were derived by excising mouse clones from plasmid vectors. After restriction digestion of plasmids, fragments were gel purified and then random prime labeled using the Stratagene Prime-IT kit, Agilent Technologies) as previously described [114]. Unless specified, the probes included the complete open reading frame and variable portions of untranslated sequences. Id probes were fully sequenced cDNA clones generated by Dr. Greg Kato (National Institutes of Health, Bethesda, MD). Under hybridization and washing conditions used in these experiments, there was no cross reaction between the Id isoforms on Northern blotting. The *Ngfr* (*p75*) probe was a 1.0 kb XbaI/BamHI fragment released from p288, a clone encoding the complete open reading frame of *Ngfr* (a generous gift from Phillip Barker, Montreal Neurological Institute, McGill University, Montreal Canada), which represents the 3′ half of the coding sequence plus part of the 3′ non-coding region. Macaque CXCR4 was isolated from the plasmid pCR-Rh-CSCR4.2, which was obtained from the NIH AIDS Research & Reference Reagent Program (Rockville, MD). Probes for human Jagged1 and Delta1 were excised from full-length clones (gifts from Nicholas Gaiano, Johns Hopkins University School of Medicine, Baltimore, MD).

## Supporting Information

Table S1 Genes upregulated by BMP-7 in cultured sympathetic neurons.
(DOC) Click here for additional data file.

Table S2 Genes downregulated by BMP-7 in cultured sympathetic neurons.
(DOC) Click here for additional data file.

Table S3 Genes significantly changed at BMP6h relative to control (56 total). ^a^Venn diagram illustrated in Figure 3 of artcle; ^b^FC = fold change.
(DOC) Click here for additional data file.

Table S4 Genes significantly changed at BMP24h relative to control (185 total). ^a^Venn diagram illustrated in Figure 3; ^b^FC = fold change.
(DOC) Click here for additional data file.

Table S5 Genes significantly changed at BMP24h relative to BMP6h (156 total). ^a^Venn diagram illustrated in Figure 3; ^b^FC = fold change.
(DOC) Click here for additional data file.

# Supplementary material for: Transcriptional Responses of Cultured Rat Sympathetic Neurons during BMP-7-Induced Dendritic Growth
**Source:** PLoS One. 2011 Jul 13;6(7):e21754. doi: 10.1371/journal.pone.0021754
**Supplement:** Table S1 — Genes upregulated by BMP-7 in cultured sympathetic neurons.

**Table S1. Genes upregulated by BMP-7 in cultured sympathetic neurons**

| **Cluster #** | **Gene Symbol** | **p-value (Treatment)** | **Probeset ID** | **Gene Title** | **RefSeq Transcript ID** |
| --- | --- | --- | --- | --- | --- |
| **1** | Cxxc5 | 0.00062 | rc_H33001_at | CXXC finger 5 | NM_001007628 |
| **1** | Cyth3 | 0.00445 | U83897_at | cytohesin 3 | NM_053912 |
| **1** | Id1 | 0.00234 | L23148_g_at | inhibitor of DNA binding 1 | NM_012797 |
| **1** | Id2 | 0.00007 | rc_AI137583_at | inhibitor of DNA binding 2 | NM_013060 |
| **1** | Id3 | 0.00055 | AF000942_at | inhibitor of DNA binding 3 | NM_013058 |
| **1** | Nog | 0.00054 | U31203_at | noggin | NM_012990 |
| **1** | Pmepa1 | 0.00123 | rc_AI639058_s_at | prostate transmembrane protein, androgen induced | NM_001107807 |
| **1** | Prim2 | 0.0004 | AJ011607_at | primase, DNA, polypeptide | NM_001024762 |
| **2** | Cxcr4 | 0.00068 | U90610_at | chemokine (C-X-C motif) receptor 4 | NM_022205 |
| **2** | Elavl4 | 0.00244 | S83320_g_at | ELAV (embryonic lethal, abnormal vision)-like 4 (Hu antigen D) | NM_001077651 |
| **2** | Fgfbp3 | 0.00485 | rc_AA800782_at | fibroblast growth factor binding protein 3 | NM_001109165 |
| **2** | Gch1 | 0.00178 | M58364_at | GTP cyclohydrolase 1 | NM_024356 |
| **2** | Gcs1 | 0.00418 | AF087431_g_at | glucosidase 1 | NM_031749 |
| **2** | Gfra2 | 0.00014 | U97143_at | GDNF family receptor alpha | NM_012750 |
| **2** | Glul | 0.00451 | M91652complete_seq_g_at | glutamate-ammonia ligase (glutamine synthetase) | NM_017073 |
| **2** | Hpcal1 | 0.00041 | D13126_at | hippocalcin-like 1 | NM_017356 |
| **2** | Hsd11b2 | 0.00153 | U22424_at | hydroxysteroid 11-beta dehydrogenase 2 | NM_017081 |
| **2** | Htr3a | 0.00233 | U59672_at | 5-hydroxytryptamine receptor 3a | NM_024394 |
| **2** | Jag1 | 0.00261 | L38483_at | jagged 1 | NM_019147 |
| **2** | Madd | 0.00262 | U72995_at | MAP-kinase activating death domain | NM_053585 |
| **2** | Ngfr | 0.00035 | X05137_at | nerve growth factor receptor *aka* p75 (TNFR superfamily, member 16) | NM_012610 |
| **2** | Olfm1 | 0.00013 | U03414_s_at | olfactomedin 1 | NM_053573 |
| **2** | Ptpn1 | 0.00199 | M33962_g_at | protein tyrosine phosphatase, non-receptor | NM_012637 |
| **2** | Sctr | 0.0029 | E04128cds_s_at | secretin receptor | NM_031115 |
| **2** | Slc12a7 | 0.00235 | rc_AA799691_at | solute carrier family 12 (potassium/chloride transporters), member 7 | XM_001060536 /// XM_001071999 |
| **2** | Syn2 | 0.00413 | M27925_at | synapsin II | NM_001034020 /// NM_019159 |
|  |  |  |  |  |  |

# Supplementary material for: Transcriptional Responses of Cultured Rat Sympathetic Neurons during BMP-7-Induced Dendritic Growth
**Source:** PLoS One. 2011 Jul 13;6(7):e21754. doi: 10.1371/journal.pone.0021754
**Supplement:** Table S2 — Genes downregulated by BMP-7 in cultured sympathetic neurons.

**Table S**2. Genes downregulated by BMP-7 in cultured sympathetic neurons

| **Cluster #** | **Gene Symbol** | **p-value (Treatment)** | **Probeset ID** | **Gene Title** | **RefSeq Transcript ID** |
| --- | --- | --- | --- | --- | --- |
| **3** | Acsl1 | 0.0041 | D90109_at | acyl-CoA synthetase long-chain family member 1 | NM_012820 |
| **3** | Adcyap1 | 0.00436 | X80290cds_s_at | adenylate cyclase activating polypeptide 1 | NM_016989 |
| **3** | Adora2a | 0.00454 | S47609_s_at | adenosine A2a receptor | NM_053294 |
| **3** | Asl | 0.00183 | AB016536_s_at | argininosuccinate lyase | NM_021577 |
| **3** | Bok | 0.00134 | AF027954_at | BCL2-related ovarian killer | NM_017312 |
| **3** | Cga | 0.00181 | AF016702mRNA_at | glycoprotein hormones, alpha polypeptide | NM_053918 |
| **3** | Csrp2 | 0.0002 | U44948_at | cysteine and glycine-rich protein 2 | NM_177425 |
| **3** | Drd2 | 0.00362 | X56065_s_at | dopamine receptor D2 | NM_012547 |
| **3** | Dusp1 | 0.00018 | S81478_s_at | dual specificity phosphatase 1 | NM_053769 |
| **3** | Dync1h1 | 0.00165 | L08505_at | dynein cytoplasmic 1 heavy chain 1 | NM_019226 |
| **3** | Egln3 | 0.00007 | rc_AA799678_s_at | EGL nine homolog 3 | NM_019371 |
| **3** | Gas6 | 0.00073 | D42148_at | growth arrest specific 6 | NM_057100 |
| **3** | Grb10 | 0.00018 | rc_AA800686_at | growth factor receptor bound protein 10 | NM_001109093 |
| **3** | Grm7 | 0.00202 | D16817_at | glutamate receptor, metabotropic 7 | NM_031040 |
| **3** | Hspb1 | 0.00262 | rc_AA998683_g_at | heat shock protein 1 | NM_031970 |
| **3** | Ina | 0.00082 | rc_AA875659_s_at | Internexin,intermediate filament alpha | NM_019128 |
| **3** | Kcnd2 | 0.00325 | M59980_s_at | potassium voltage-gated channel, Shal-related subfamily, member 2 | NM_031730 |
| **3** | Loxl1 | 0.00235 | rc_AA859805_at | lysyl oxidase-like 1 | NM_001012125 |
| **3** | Lphn2 | 0.00025 | AF063102_at | latrophilin 2 | NM_134408 |
| **3** | Maoa | 0.00228 | S45812_s_at | monoamine oxidase A | NM_033653 |
| **3** | Mapt | 0.00345 | X79321_at | microtubule-associated protein tau | NM_017212 |
| **3** | Mc4r | 0.00353 | U67863_at | melanocortin 4 receptor | NM_013099 |
| **3** | Myadm | 0.00315 | rc_AA866276_at | myeloid-associated differentiation marker | NM_183332 |
| **3** | Pkia | 0.0033 | rc_AA893743_g_at | Protein kinase inhibitor alpha | NM_053772 |
| **3** | Plcb1 | 0.00064 | L14323_at | phospholipase C, beta 1 | NM_001077641 |
| **3** | Ptprr | 0.00204 | D64050_at | tyrosine phosphatase, receptor type, R | NM_001113390 /// NM_053594 |
| **3** | Ptprs | 0.00063 | L19933_s_at | tyrosine phosphatase, receptor type, S | NM_019140 |
| **3** | Slc9a2 | 0.00135 | L11236UTR#1_s_at | solute carrier family 9 (sodium/hydrogen exchanger), member 2 | NM_001113335 /// NM_012653 |
| **3** | Sptbn2 | 0.00055 | AB001347_s_at | spectrin, beta, non-erythrocytic 2 | NM_019167 |
| **3** | Thra | 0.00356 | M31174_at | thyroid hormone receptor alpha | NM_001017960 /// NM_031134 |
| **3** | Timp2 | 0.00014 | S72594_s_at | TIMP metallopeptidase inhibitor 2 | NM_021989 |
| **4** | Bad | 0.00464 | rc_AA818072_s_at | BCL2-associated agonist of cell death | NM_022698 |
| **4** | Klc1 | 0.00117 | M75148_at | kinesin light chain 1 | NM_001081972 /// NM_001081973 /// NM_001081974 |
| **4** | Raf1 | 0.00216 | M15428 | v-raf-leukemia viral oncogene 1 | NM_012639 |

# Supplementary material for: Transcriptional Responses of Cultured Rat Sympathetic Neurons during BMP-7-Induced Dendritic Growth
**Source:** PLoS One. 2011 Jul 13;6(7):e21754. doi: 10.1371/journal.pone.0021754
**Supplement:** Table S3 — Genes significantly changed at BMP6h relative to control (56 total). aVenn diagram illustrated in Figure 3 of artcle; bFC = fold change.

**Table S3. Genes significantly changed at BMP6h relative to control (56 total).**

aVenn diagram illustrated in Figure 3; bFC = fold change.

# Supplementary material for: Transcriptional Responses of Cultured Rat Sympathetic Neurons during BMP-7-Induced Dendritic Growth
**Source:** PLoS One. 2011 Jul 13;6(7):e21754. doi: 10.1371/journal.pone.0021754
**Supplement:** Table S4 — Genes significantly changed at BMP24h relative to control (185 total). aVenn diagram illustrated in Figure 3; bFC = fold change.

**Table S4. Genes significantly changed at BMP24h relative to control (185 total)**

aVenn diagram illustrated in Figure 3; bFC = fold change.

# Supplementary material for: Transcriptional Responses of Cultured Rat Sympathetic Neurons during BMP-7-Induced Dendritic Growth
**Source:** PLoS One. 2011 Jul 13;6(7):e21754. doi: 10.1371/journal.pone.0021754
**Supplement:** Table S5 — Genes significantly changed at BMP24h relative to BMP6h (156 total). aVenn diagram illustrated in Figure 3; bFC = fold change.

**Table S5. Genes significantly changed at BMP24h relative to BMP6h (156 total)**.

aVenn diagram illustrated in Figure 3; bFC = fold change.

How the deposited data were processed for this re-analysis (not part of the article)

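RNA from cultured rat sympathetic neurons was measured on 9 Rat Genome U34A arrays, 3 for control cultures, 3 for cultures given BMP-7 for 6 hr and 3 for cultures given it for 24 hr. The deposited values are log2 expression values that the authors made with RMA in Partek 6.5 and from which they removed the batch difference; the version of RMA is not given. A test of the values showed batch means that differ by at most 6.7e-05 for any probe set, and no pair of arrays had identical values. An array has no read depth, and the number of arrays limits the precision.

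Control probe sets (59 of 8799) were left out. Of the 8740 tested, 7023 name 1 gene, 308 name several and 1409 name no gene here, and 17 were named through the supplementary tables of the paper. Conditions were compared with limma 3.58.1 in R 4.3.3, with condition and batch as terms (5 residual degrees of freedom), for BMP6h against control, BMP24h against control and BMP24h against BMP6h, and an F-test across the 3 conditions. P-values were adjusted by the method of Benjamini and Hochberg, with 0.05 as the threshold. The thresholds of the Methods (an unadjusted p under 0.05 with a fold change of at least 1.2, and for the F-test a p under 0.005) were applied to the same fit, and different named genes were counted. "Higher" and "lower" describe the sign of a log2 fold change, and "rose" and "fell" are kept for an adjusted p under 0.05.

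The comparisons, the thresholds, 40 lists of genes (35 gene lists and 5 cell type marker lists) and the alternatives were set before the data were examined, apart from the alternatives and tests that the closing section names as chosen later. Lists were tested with camera of limma, which asks for a shift in 1 direction, at its preset correlation of 0.01 and with an estimated correlation. They were also tested with fry, whose mixed test allows changes in both directions. Both used 4747 genes with 1 probe set each, the brightest. Some lists hold genes that the paper's tables give as changed. Those tables come from the same arrays, so tests of such lists are not independent evidence. The genes named in the text are, for each comparison, up to 10 with the largest rises and 10 with the largest falls among those past the adjusted test with the same direction in every replicate, those the paper names as regulated, and members of the lists that pass; the values of the paper's tables had been seen when this rule was set. A gene of those tables is given at the probe set they list (Tables S3 to S5 before Tables S1 and S2) and any other at its brightest. Genes named as examples outside this rule, such as Efna1, Smad7, Dcn and Col1a1, were chosen after their values were seen.

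The fit was tested on simulated data with 200 changed probe sets among 8740. At an adjusted p under 0.05 it called 7 of 67 probe sets with a simulated fold change of 1.5, 41 of 67 with 2 and 63 of 66 with 4, and 6 of 8540 unchanged ones. These rates describe the simulated data. The real arrays were unequal, with array weights from 0.093 (BMP6h replicate 2) to 5.764 (BMP24h replicate 1). Whether the rates hold for them was not tested.

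The alternatives were the ordinary two-way analysis of variance of the Methods, no batch term, the replicate number as a block, each array batch alone, removal of the dimmer probe sets, a repeated quantile normalization, median centring, the 2 compared groups alone, an intensity trend in the prior variance, a fold change minimum of 1.5, counts of probe sets, the mean over the probe sets of a gene, and leaving out each array. The pathway analysis of the paper was left out, because its gene sets are not in the files, as were the Northern blots and the measurements of dendrites.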

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

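The tests chosen only after the results were seen were those of the RNA ends, of the fibroblast markers, of the array spread at 6 hr and between 24 hr and 6 hr and of BMP6h replicate 2 alone at 24 hr, as well as the comparisons with other pairs of arrays and with other arrays that were added to the tests of array spread at 24 hr and of dim probe sets.

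A signal appeared at 4 probe sets that name no gene here and are absent from the tables of the paper. The probe set rc_AA900503_at rose at 24 hr by a log2 fold change of 2.41 (standard error 0.22, adjusted p = 0.0109). The probe set rc_AI230256_at rose by 1.93 at 6 hr (adjusted p = 0.0292) and by 1.34 at 24 hr (adjusted p = 0.0491). The others rose at 24 hr by 1.73 (adjusted p = 0.0132) and 1.51 (adjusted p = 0.0229). All were higher in 3 of 3 replicates.

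The number of probe sets at an unadjusted p under 0.05 lay below the 437 that chance gives in all 3 comparisons of the 9 arrays (151 at 6 hr, 297 at 24 hr and 259 between 24 hr and 6 hr). Without control replicate 3 and BMP6h replicate 2 it was 458 at 24 hr, 135 at 6 hr and 380 between the times, and the test for 24 hr, written before that value was seen, asked for more than 437. Without other pairs of 1 control and 1 BMP6h array it reached 627, 1032 and 718 in the same order. The pair with 627 held BMP6h replicate 2 and the pair with 718 held control replicate 3. Pairs with neither array gave at most 306 at 24 hr, below 437, but up to 1032 at 6 hr and 690 between the times. At 24 hr a wider spread from these 2 arrays together therefore cannot be told apart from that of BMP6h replicate 2 alone. At 6 hr and between the times it cannot be told apart from that of other arrays, and the few arrays keep it open. Leaving out BMP6h replicate 2 alone gave 511 at 24 hr, where leaving out any other array gave at most 320. As this comparison was chosen after the results were seen, it describes the counts. It is not a separate test of a wider spread from that array at 24 hr. The other comparisons did not show such a rise: without BMP6h replicate 2 the number was 125 at 6 hr, against 151, and 264 between the times, against 259. Leaving out BMP6h replicate 3 alone gave 609 at 6 hr and 724 between the times. No biological explanation was tested.

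BMP6h replicate 2 stood apart from the other BMP6h arrays, and its lowest correlation across probe sets, 0.919, was with control replicate 3. RNA broken down before labeling was argued against, since the difference between 3' and 5' control probe sets on these arrays exceeded the highest of the other 7 by at most 0.03 where more than 0.5 was asked for. Cells of another type were argued against as well: the highest median deviation among the 4 marker lists of other cell types was 0.16, that of fibroblast and matrix markers. Values more than 1 log2 unit off were 8.81 times as frequent in the dimmer as in the brighter probe sets, which met the bound of 5 set in advance. On the other arrays the ratio ran from 1 to 51.57. The ratio of 1, on BMP24h replicate 1, rested on 1 higher and 1 lower probe set, and the next lowest was 4.14 on BMP24h replicate 2. Unstable dim values therefore cannot be told apart from other causes for lack of a reference. A biological difference between the cultures was not tested.

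Fibroblast and matrix markers were lower at 24 hr in camera at its preset correlation (adjusted p = 0.165 with an estimated one), with a median log2 fold change of -0.14 over the 26 and of -0.69 over the 6 that passed the thresholds of the Methods. The heterogeneity of the 26 changes was 132.2 (71.8 without Csrp2 and 52.5 without Csrp2 and Igfbp3), where 95% of simulated draws with 1 common change lay below 56.2 (54.7 and 53.2). Fewer fibroblasts, with an equal fall of all markers, cannot be told apart from lower expression of some genes under BMP-7, because the excess over 1 common change rests on Csrp2 and Igfbp3, and the action of BMP-7 on these cells was not tested. Earlier versions of the test, on 5 collagen genes with a median of 0 and on the 10 brightest members with a median of -0.28, were replaced because the genes of the first and the bound of the second had been picked from values already seen. The paper describes the cultures as free of other cell types, and neurons also express some of these genes.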

How the results depend on the processing

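The tests not planned before the data were examined were the array weights and the fit without control replicate 3 and BMP6h replicate 2 together, both chosen after the correlations of the arrays were seen and before their own values were. In the sentences below, adjusted counts are probe sets at an adjusted p under 0.05, Methods counts are named genes at the thresholds of the Methods, and the causes of the changes were not tested unless named.

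With the methods' two-way analysis of variance, adjusted counts were 0 at 6 hr, 0 at 24 hr, 0 for the F-test across conditions and 0 for the groups of Figure 2, and the Methods count at 6 hr was 63. With no batch term, adjusted counts were 9 at 6 hr, 38 at 24 hr, 6 between 24 hr and 6 hr, 29 for the F-test and 23 for the groups of Figure 2, the Methods count at 6 hr was 191 and the overlap of the lists 69. With the replicate block, a paired fit, the Methods count at 6 hr was 309, the overlap 95, and the adjusted count between 24 hr and 6 hr was 5 (among them probe sets of Gfra2, Csrp2, Ngfr and Egr1); adjusted counts were 4 at 6 hr and 18 at 24 hr, and the deviations of arrays with the same number from their group means correlated across probe sets by 0.048, 0.017 and 0.40 within batch 2. In array batch 2 only, with fewer arrays, adjusted counts were 0 at 6 hr, at 24 hr, for the F-test and for the groups of Figure 2, the Methods counts were 115 at 24 hr and 62 between 24 hr and 6 hr, and 22 probe sets had an F-test p under 0.005.

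Counts here are in the order BMP6h against control, BMP24h against control, BMP24h against BMP6h, treatment across the 3 conditions (F-test) and 4 expression groups of Figure 2. With dim probe sets removed, and so fewer tested, adjusted counts were 9 at 6 hr, 42 at 24 hr, 10 between 24 hr and 6 hr, 35 for the F-test and 24 for the groups of Figure 2. With the intensity trend they were 10, 42, 7, 30 and 26 in the same order. With 2 groups only, adjusted counts were 0 at 6 hr and 10 at 24 hr, and the Methods count between 24 hr and 6 hr was 113; the overlap and the F-test were not run so. With a fold minimum of 1.5, Methods counts were 51 at 6 hr, 99 at 24 hr and 67 between the times, and the overlap was 27. Of 38 list tests past the threshold, 13 passed with the estimated correlation. With array weights, adjusted counts were 29, 280, 198, 245 (treatment across the 3 conditions at an adjusted p under 0.05) and 46 in the order above, Methods counts were 248 for BMP6h against control at the thresholds of the Methods, 561 for BMP24h against control at the thresholds of the Methods and 502 for BMP24h against BMP6h at the thresholds of the Methods, the overlap was 128 and 406 probe sets had an F-test p under 0.005. Without control replicate 3 and BMP6h replicate 2, adjusted counts were 4, 25, 0, 19 and 14, Methods counts were 102, 323 and 264, the overlap was 59 and 106 probe sets had an F-test p under 0.005.

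Leaving out each array in turn gave adjusted counts of 0 to 3 at 6 hr, 0 to 26 at 24 hr, 0 to 0 between the times in limma, 0 to 18 for the F-test and 0 to 14 for the groups of Figure 2. Methods counts ran from 51 to 444 at 6 hr, 138 to 357 at 24 hr and 109 to 543 between the times, the overlap from 29 to 94, the F-test count at a p under 0.005 from 30 to 104 and the list tests from 29 to 41. Without control replicate 1, BMP24h replicate 1, BMP24h replicate 2 or BMP24h replicate 3, the adjusted count at 24 hr was 0; without control replicate 2 it was 2, without control replicate 3 it was 7 and without BMP6h replicate 1 it was 12. At 6 hr it was 0 without control replicate 1, BMP6h replicate 1 or BMP24h replicate 2, 1 without BMP24h replicate 1 or BMP24h replicate 3, and 2 without BMP6h replicate 3. The Methods count at 6 hr was 195 without control replicate 1, 51 without control replicate 3 and 444 without BMP6h replicate 3, and at 24 hr it was 138 without BMP24h replicate 1 and 357 without BMP6h replicate 2. The overlap was 94 without control replicate 1 and 68 without control replicate 2.

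Of the fold changes of Tables S3 to S5, 397 had the sign of the paper under the settings run, except 1 of them in array batch 1 only, and 320 of 320 did with dim probe sets removed. The log2 fold change of Dll1 at 24 hr ran from -0.29 to -0.02 when arrays were left out. The order of the Methods counts at 6 hr and 24 hr turned without BMP6h replicate 3 (444 at 6 hr and 207 at 24 hr). The arrays give no measure of background in the deposited values, which limits what can be said of dim probe sets.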

Differences from the paper's values

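At the thresholds of the Methods, 108 named genes differed at 6 hr in limma, and the paper's value is 56. The Methods name the ordinary two-way analysis of variance, not limma. In that analysis 56 of 56 genes of Table S3 had an unadjusted p under 0.05. So did 185 of 185 of Table S4 and 155 of 156 of Table S5. All these fold changes lay within 0.02 of the paper's. Of the alternatives set before the data were examined, the value lay within 1.5 times the paper's with the methods' two-way analysis (63), which is the test the Methods name, with dim probe sets removed (83), 2 groups only (74), a fold minimum of 1.5 (51), without control replicate 3 (51) and without BMP24h replicate 1 (73). It did not with no batch term, the replicate block, array batch 2 only, the repeated quantile normalization, median centring, the intensity trend, probe sets counted, or without any other array.

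The lists at 6 hr and 24 hr shared 43 genes in limma, and the paper's value is 28. The value lay within 1.5 times the paper's with the methods' two-way analysis (31), dim probe sets removed (42), median centring (42), a fold minimum of 1.5 (27), and without control replicate 3 (29), BMP6h replicate 1 (40), BMP6h replicate 3 (39), BMP24h replicate 1 (30), BMP24h replicate 2 (36) or BMP24h replicate 3 (32). It did not with no batch term, the replicate block, array batch 2 only, the repeated quantile normalization, the intensity trend, probe sets counted, or without control replicate 1, control replicate 2 or BMP6h replicate 2.

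The paper describes a trend of Dll1 toward higher expression on the arrays, and its log2 fold changes at 24 hr were -0.17 and -0.05 at its 2 probe sets, with 0.45 at 6 hr at the dimmer one. Dusp1 is listed in Table S2 among genes with lower expression, while Tables S3 and S4 give it as higher (fold changes of 2.21 and 1.78), and all 3 of its probe sets were higher at both times. The paper names a gene it calls Pka among activated genes. The closest transcript in the tables is Pkia, an inhibitor of protein kinase A, at -0.27, and whether it is the gene meant is not known. The paper counts Vegf as upregulated, and its probe set of the tables had 0.30 at 24 hr while the brightest had -0.03.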

Other observations

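The other splits of the arrays and the regroupings were planned, the count among splits that keep the arrays of batch 1 apart was chosen after the splits were seen, and the genes singled out here by name were chosen after their values were seen.

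Genes of apoptosis had lower values at 24 hr for 16 of 17 measured, with a median log2 fold change of -0.12, and the list was lower than other genes (camera adjusted p = 8.87e-05; adjusted p = 0.039 with an estimated correlation). None of them passed in limma over all probe sets or when adjusted over the list alone, and 4 were lower at the thresholds of the Methods. Hrk, a BH3-only protein, had a log2 fold change of -0.47 (adjusted p = 0.835).

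Hypoxia targets were lower at 24 hr for 16 of 20 measured (camera adjusted p = 0.00872; adjusted p = 0.0772 with an estimated correlation), with Egln3 the 1 gene lower when adjusted over the list alone. Regulators of monoamine and calcium signaling were lower for 18 of 23 (camera adjusted p = 0.000381; adjusted p = 0.077 with an estimated correlation), while Hpcal1 among them rose. Gch1, which makes the cofactor of tyrosine hydroxylase, had a log2 fold change of 0.95 (adjusted p = 0.0775).

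Splits of 3 arrays against 3 number 10 and are too few for a share under 0.05. At an adjusted p under 0.05 the real split gave 4 probe sets at 6 hr, 19 at 24 hr and 0 between the times (where 259 had an unadjusted p under 0.05 in limma), and the highest other split 0 in each case; as many were given by 1, 1 and 10 of the splits. At the thresholds of the Methods the real splits gave 108, 222 and 189 genes and the highest other splits 1158, 408 and 1137; as many were given by 7, 4 and 5 of the splits. The splits with 1158 and 1137 genes call several times the real count, which points to a structure of the samples, and these and the split with 408 put both arrays of batch 1 in the same group, which the real splits do not. Among the 6 splits that keep the arrays of batch 1 apart, the highest others had 369, 165 and 713 genes, and as many as the real split were given by 4, 1 and 3. Regrouping the 9 arrays within their batches gave 90 arrangements, of which 1, the real one, had as many as 15 probe sets past the adjusted F-test (the highest other had 3) and 1, again the real one, as many as 72 at a p under 0.005 (the highest other had 59), so chance can be excluded for these 2 counts. At an F-test p under 0.05 the real arrangement had 237 and the highest other 608, and 24 of the 90 had as many, so chance cannot be excluded for that count.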
